# *Ehmt2* inactivation in pancreatic epithelial cells shapes the transcriptional landscape and inflammation response of the whole pancreas

**DOI:** 10.3389/fgene.2024.1412767

**Published:** 2024-06-14

**Authors:** Gareth Pollin, Angela J. Mathison, Thiago M. de Assuncao, Anju Thomas, Atefeh Zeighami, Ann Salmonson, Hongfei Liu, Guillermo Urrutia, Pallavi Vankayala, Stephen J. Pandol, Johnny C. Hong, Michael T. Zimmermann, Juan Iovanna, Victor X. Jin, Raul Urrutia, Gwen Lomberk

**Keywords:** EHMT2 (G9a), acute pancreatitis, inflammation, epigenetics, gene expression, RNA-seq, spatial transcriptomics, conditional knock out mice

## Abstract

**Introduction:** The Euchromatic Histone Methyl Transferase Protein 2 (EHMT2), also known as G9a, deposits transcriptionally repressive chromatin marks that play pivotal roles in the maturation and homeostasis of multiple organs. Recently, we have shown that *Ehmt2* inactivation in the mouse pancreas alters growth and immune gene expression networks, antagonizing Kras-mediated pancreatic cancer initiation and promotion. Here, we elucidate the essential role of Ehmt2 in maintaining a transcriptional landscape that protects organs from inflammation.

**Methods:** Comparative RNA-seq studies between normal postnatal and young adult pancreatic tissue from *Ehmt2* conditional knockout animals (*Ehmt2* ^*fl/fl*^) targeted to the exocrine pancreatic epithelial cells (*Pdx1-Cre* and *P48* ^*Cre/+*^), reveal alterations in gene expression networks in the whole organ related to injury-inflammation-repair, suggesting an increased predisposition to damage. Thus, we induced an inflammation repair response in the *Ehmt2* ^*fl/fl*^ pancreas and used a data science-based approach to integrate RNA-seq-derived pathways and networks, deconvolution digital cytology, and spatial transcriptomics. We also analyzed the tissue response to damage at the morphological, biochemical, and molecular pathology levels.

**Results and discussion:** The *Ehmt2* ^*fl/fl*^ pancreas displays an enhanced injury-inflammation-repair response, offering insights into fundamental molecular and cellular mechanisms involved in this process. More importantly, these data show that conditional *Ehmt2* inactivation in exocrine cells reprograms the local environment to recruit mesenchymal and immunological cells needed to mount an increased inflammatory response. Mechanistically, this response is an enhanced injury-inflammation-repair reaction with a small contribution of specific Ehmt2-regulated transcripts. Thus, this new knowledge extends the mechanisms underlying the role of the Ehmt2-mediated pathway in suppressing pancreatic cancer initiation and modulating inflammatory pancreatic diseases.

## 1 Introduction

The pancreas arises from a small cluster of cells in the embryonic gut tube during development (Joglekar et al., 2007). This process is tightly regulated by a complex network of signaling pathways and transcription factors, which control pancreatic progenitor cell specification, proliferation, and differentiation (Jarc et al., 2023). This glandular organ comprises different cell types, including endocrine cells that produce hormones and exocrine cells that produce digestive enzymes (Overton and Mastracci, 2022). The proper development and function of the pancreatic cells are critical for maintaining health and preventing diseases, such as diabetes and pancreatitis (Karpińska and Czauderna, 2022). These conditions are associated with defects in the molecular pathways that regulate pancreas development and function (Thrower et al., 2008; Polireddy and Chen, 2016). However, there is limited knowledge on the precise mechanisms underlying these defects, and further research is still needed to better understand the complex molecular interactions within the pancreas.

Acute pancreatitis has a rising global incidence and is associated with significant morbidity and mortality. In severe cases, mortality rates can reach 30%–40% (Iannuzzi et al., 2022). The pathogenesis of acute pancreatitis is multifaceted and involves both local and systemic inflammatory responses. Epigenetic regulatory mechanisms play an important role in controlling the inflammatory cascade (Zhou et al., 2022). Various studies have investigated the role of epigenetic modifications in regulating inflammation and acute pancreatitis (Sandoval et al., 2016; Sun et al., 2021). DNA methylation is one of the most extensively studied epigenetic modifications in the context of acute pancreatitis. Studies have shown altered DNA methylation levels on genes involved in inflammation and oxidative stress in the pancreas during acute pancreatitis episodes (Natale et al., 2019; Sun et al., 2021). For instance, promoter hypermethylation of anti-inflammatory genes such as *IL10* and *SOCS3* has been associated with decreased expression and increased inflammation in the pancreas (Yin et al., 2015). Similarly, hypomethylation of pro-inflammatory *NFKB1* promoter regions increases expression and enhances pancreas inflammation. Histone modifications have also been implicated in the pathogenesis of acute pancreatitis. For example, histone H4 acetylation in the IL-1β promoter region correlates with increased expression of this pro-inflammatory cytokine in the pancreas (Pedersen et al., 2022). However, further research is needed to fully understand the complex interplay between epigenetic regulators and the inflammatory cascade in acute pancreatitis, which could lead to the development of new therapies for this debilitating disease.

Euchromatic histone-lysine N-methyltransferase 2 (EHMT2/G9a) is a methyltransferase that catalyzes the mono- and dimethylation of lysine nine on histone H3 (H3K9me1/2), leading to transcriptional repression. EHMT2 has been implicated in regulating various cellular processes beyond gene expression, including cellular differentiation and DNA repair (Jan et al., 2021). While EHMT2 directly regulates the differentiation and function of various immune cell types, including T cells, B cells, and macrophages, several studies also support the role of EHMT2 in non-immune cells to control inflammatory responses (Scheer and Zaph, 2017; Mourits et al., 2021). For instance, EHMT2 represses the expression of pro-inflammatory cytokines, such as TNF, in tumor cells to promote breast cancer recurrence (Mabe et al., 2020). Studies on vascular smooth muscle cells have also implicated EHMT2 in attenuating the IL-6 inflammatory response in atherosclerotic lesions (Harman et al., 2019). Furthermore, liver-specific *Ehmt2* knockout leads to an enhanced proinflammatory response in lipopolysaccharide (LPS)-induced liver injury model (Lu et al., 2019). Recently, we have shown that *Ehmt2* inactivation antagonizes oncogenic Kras-mediated pancreatic cancer initiation and promotion by altering growth and immune gene expression networks (Urrutia et al., 2021). *Ehmt2* knockout driven by either *Pdx1-Cre* or *P48* ^*Cre/+*^ demonstrated that this pathway is not required for pancreas exocrine development and is tolerated in this organ under basal contexts. However, the impact of Ehmt2 on the transcriptome during early development and under the inflammatory stressor of acute pancreatitis remains unknown.

Here, we investigate the role of Ehmt2 in postnatal murine pancreas development and caerulein-induced acute pancreatitis. *Ehmt2* inactivation results in distinct transcriptional landscapes during pancreatic maturation, suggesting an increased susceptibility of this organ to an injury-inflammation-repair process. Congruently, in response to the induction of acute pancreatitis, we show that *Ehmt2* inactivation leads to a more aggressive inflammatory response. Thus, this study advances our understanding of the epigenetic regulation and molecular mechanisms that play a role in pancreatic development, homeostasis, and diseases.

## 2 Materials and methods

### 2.1 Mouse models and acute pancreatitis induction

Animal care and all experimental protocols were reviewed and approved by the Institutional Animal Care and Use Committees of Mayo Clinic Rochester (IACUC protocols A00002240-16 and A24815) and the Medical College of Wisconsin (AUA00005963). Mice were maintained in standard housing with controlled temperature, humidity, and light cycles and given standard rodent chow and water *ad libitum*. Tissues were collected and preserved in formaldehyde for a minimum of 24 h prior to transfer to 70% (v/v) ethanol for histological processing and examination. *B6.FVB-Tg(Pdx1-Cre)6Tuv/J* (*Pdx1-Cre*, IMSR Cat# JAX:014647, RRID: IMSR_JAX:014647) (Hingorani et al., 2003) and *Ptf1a* ^*TM*^ ^*1(cre)Hnak*^ */RschJ* (*P48* ^*Cre/+*^, IMSR Cat# JAX:023329, RRID: IMSR_JAX:023329) (Nakhai et al., 2007) were originally purchased from Jackson Laboratories. *Ehmt2 flox/flox* (*Ehmt2* ^*fl/fl*^) animals were generously provided by Dr. Oltz (Tachibana et al., 2007). Animals were maintained on a C57Bl/6 background, and genotyping procedures to confirm *Pdx1-Cre*;*Ehmt2* ^*fl/fl*^ and *P48* ^*Cre/+*^;*Ehmt2* ^*fl/fl*^ crosses have been described previously (Urrutia et al., 2021). Both sexes were included in the experiments. Animals that were used in ontogeny studies with no additional treatments were sacrificed at 10 days (postnatal, PN) or 4 weeks (young adult, YA). For induction of acute pancreatitis, cohorts of 4-week-old mice were fasted for 12 h before the first caerulein injection in accordance with prior studies (Ding et al., 2003; Vasseur et al., 2004; Strobel et al., 2007; Shigekawa et al., 2012; Choi et al., 2015; He et al., 2024). Caerulein or saline control was administered via IP injection at a dose of 50 μg/kg once an hour for a total of eight injections. Food was returned after the first dose. Animals were euthanized 18 h after the initial dose. Tissue was taken (*n* = 2-4) for RNA and histological analysis. Mice were euthanized using CO_2_ in accordance with institutional guidelines.

### 2.2 Serum analysis

Blood was collected from the animals by orbital puncture and serum was isolated for studying serum chemistry. Serum was mixed 1:1 with saline and their profile consisting of Glucose, Albumin, Globulin, Total Protein, Alanine Amino Transferase, Total bilirubin, Minerals (Sodium, calcium, Phosphorus) Blood Urea Nitrogen (BUN), and Alkaline phosphatase were measured using VetScan VS2 (Mathison et al., 2013).

### 2.3 Histological analysis

Pancreatic tissues were paraffin-embedded for sectioning, and sections were stained with hematoxylin and eosin (H&E) for pathological evaluation. Pancreatitis severity was assessed by assessing pancreatic tissue edema, inflammatory cell infiltration, and necrosis. The scoring system was adapted from (Moreno et al., 2006). It included an assessment of pancreatic tissue edema (on a scale from a minimum of 0 for no edema to a maximum of three for separated and disrupted acini), inflammatory cell infiltrate (on a scale from a minimum of 0 for no infiltrate to a maximum of 3 with infiltrate in the parenchyma for >50% of the lobules), and necrosis (on a scale from a minimum of 0 for absence of necrosis to a maximum of 3 with diffuse parenchymal necrosis for >10% of the parenchyma). To quantify the severity of the parameters, four random fields (×20 objective) per slide, each containing at least 1,000 cells per field, were imaged and assessed by the three scales. Mean ± SD scores were calculated for each parameter.

### 2.4 TUNEL assay

Formalin-fixed pancreatic tissues were paraffin-embedded and sectioned (5 µm). TUNEL analysis was carried out using the ApopTag Peroxidase *in situ* cell apoptosis detection kit (Millipore, S7100) according to the manufacturer’s directions. Slides were developed with Nova Red (Vector Laboratories) and counterstained with Mayer hematoxylin. Five random fields (×20 objective) per section, containing at least 1,000 cells per field, were imaged and counted (Urrutia et al., 2020).

### 2.5 RNA extraction, RNA-seq, and bioinformatics analysis

Preparation of RNA from tissue was performed as previously described (Urrutia et al., 2021). To reduce degradation during storage at −80°C, RNaseOUT (Invitrogen, Cat# 10777019) added to final elution. The RNA samples were quantified by Qubit (Invitrogen), and their quality was assessed using the Fragment Analyzer (Agilent). The samples with RINs >6 and DV200 > 80% were selected for library preparation. The pancreas RNA was then sequenced using the Illumina TruSeq RNA v2 library preparation kit and the Illumina High Seq-2000. The sequencing reads were mapped to the mouse reference transcriptome Gencode vM23 (GRCm38. p6), and at least 24 million mapped read pairs were obtained per sample. The resulting reads were processed through the Mellowes Center workflow, which includes MapRseq3 (Kalari et al., 2014) and EdgeR (McCarthy et al., 2012). Differential gene expression was based on a false discovery rate (FDR) < 0.1 and an absolute fold change (FC) ≥ | 2.0|. Pathway analysis of DEGs was done using RITAN (Zimmermann et al., 2019) and the MSigDB hallmark gene set collection (Liberzon et al., 2015), while gene network and upstream regulatory analyses were performed using Ingenuity^®^ Pathway Analysis (IPA^®^; Qiagen). To quantify immune-cell fractions in the young-adult/postnatal bulk RNA-seq comparisons, we performed digital cytometry analysis with the quanTiSeq algorithms, which allowed intra-sample and inter-sample comparisons of only immune cell type fractions (Finotello et al., 2019). The quanTIseq method was applied on DEGs from through an R package called Immunedeconv allowing for identification of immune cell composition despite the low overall immune cell population (Sturm et al., 2019). Using the same R package for the bulk RNA-seq comparisons that involved caerulein injections, the MCP-Counter algorithm was used, which allowed for an expanded breakdown of the complete cell composition with robust quantification of the absolute abundance of eight immune and stromal cell populations (Becht et al., 2016).

### 2.6 Reverse transcription quantitative real-time PCR (RT-qPCR)

Total RNA (2 μg) was used as a template for cDNA synthesis, using the RT^2^ First Strand Kit (Qiagen) according to manufacturer’s protocol. RT^2^ SYBR Green qPCR Mastermix (Qiagen) was used with the following reaction conditions: denaturation at 95°C for 10  min; 45 cycles of 15 s at 95 °C, 60 s at 60°C. Reactions were carried out using the CFX96 Real Time System, and real-time PCR data was analyzed using the CFX Maestro software v2.3 (Bio-Rad). Primer sequences for each transcript are provided in Supplementary Table S6.

### 2.7 Spatial transcriptomics

FFPE Pancreatic tissue sections (*Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^) were deparaffinized followed by H&E staining and imaging using BZ-X800 (Keyence). Thereafter, tissue was destained, decrosslinked, and permeabilized for processing with the CytAssist and Visium Spatial Gene Expression Kits (10x Genomics; Pleasanton, CA, United States). Library quality metrics were confirmed by fragment analysis and Kapa qPCR before sequencing according to manufacturer recommendations on the NovaSeq 6,000 (Illumina, San Diego, CA, United States). A sequencing depth of approximately 250–400 million read-pairs per sample was obtained. Sample processing, library preparation, and sequencing for this project was completed by the Mellowes Center for Genomic Sciences and Precision Medicine Center at the Medical College of Wisconsin (RRID:SCR_022926). The original read quality was checked by FastQC and FastQ Screen. Alignment, tissue detection, fiducial detection, and barcode/UMI counting were performed by Spaceranger Count. For read alignment, reference transcriptome was mouse mm10-2020-A with mouse Visium Probe_Set_v1.0. Seurat was used for downstream spatial data analysis. First, spots with zero counts were filtered out, and normalization was performed using the SCTransform method. Subsequently, dimension reduction and clustering were performed with PCA and UMAP analysis. Spatially expressed genes for each cluster were found using the default Seurat method. Spatially variable genes were found using two Moran’s I methods, specifically the Seurat clustering and UMAP. Results were integrated to Loupe Browser for data visualization. Each cell type was assigned to its respective cluster through manual review of the expression of a comprehensive set of marker genes, as per outlined by Zhou et al. (2022), and the analysis of genes of interest involved utilizing the scale value, either in the form of Log normalized or Feature sum.

### 2.8 Analysis of publicly available Ehmt2 ChIP-seq data generated across many cell types

To confirm direct Ehmt2 target genes, we compared the results of RNA-Seq with several EHMT2 ChIP-Seq experiments, using the ChIP-Atlas interface (Zou et al., 2022). Briefly, RNA-seq values were correlated with the presence of peaks within a window of *−/+*10 kb from the transcription start site of the gene, using both the hg38 and mm10 reference genomes. The data was numerically harmonized with values transformed from continuous to digital because they originated from the different cell types, with the following identifiers (SRX number corresponds to the sample identifier): HEK293: SRX738354, SRX973412, SRX973413, SRX973414, SRX973415, SRX973428, SRX973429; A549: SRX3010248, SRX3010249; Hep G2: SRX10478057, SRX10478058; IMR-32: SRX16322836; K-562: SRX5457324, SRX5457325; LNCAP: SRX17413109, SRX17413110; MCF-7: SRX7030880, SRX7030881, SRX7030882, SRX7030883; RD/18: SRX5316603; RH-41: SRX4561210; Cardiomyocytes: SRX2497443, SRX2497444, SRX2499660, SRX2499661, SRX2499669, SRX2499670; EpiSC: DRX013321; and ES cells: SRX348394, SRX348395.

## 3 Results

### 3.1 Loss of *Ehmt2* increases the propensity of the normal pancreas to injury-inflammation

Previously, we reported that mice with pancreas-specific *Ehmt2* knockout develop and grow normally, adopting the right size, shape, and histology (Urrutia et al., 2021). While this phenotype indicates that this protein is not essential for organ development, it does underscore a function for Ehmt2 in regulating gene expression networks during pancreatic maturation and pancreatitis. We harvested pancreas from *Pdx1-Cre; Ehmt2* ^*fl/fl*^ (*Ehmt2* ^*fl/fl*^) and *Pdx1-Cre;Ehmt2* ^*+/+*^ (*Ehmt2* ^*+/+*^) mice at both postnatal (PN) day 10 and young adulthood (YA) 4–5 weeks of age and performed RNA-seq. Principal component analysis (PCA) shows a defined clustering of PN and YA *Ehmt2* ^*fl/fl*^ animals apart from their control groups (Figure 1A), which is more pronounced when the age groups are analyzed separately (Supplementary Figures S1A, B). We identified 143 and 125 unique differentially expressed genes (DEGs) between *Ehmt2* ^*fl/fl*^ and *Ehmt2* ^*+/+*^ for YA and PN, respectively, with 26 overlapping between both age groups (Figure 1B; Supplementary Table S1). We performed network enrichments to infer the function of the transcriptional landscape of the pancreas from these animals (Figure 1C). Upregulated genes showed significant enrichment for fibrin clot formation, hypoxia, and KRAS signaling up in the PN *Ehmt2* ^*fl/fl*^ mice compared to those with *Ehmt2* intact. The YA group was also enriched for these pathways and others, including erythrocyte gas exchange, extracellular matrix formation, and the scavenger receptor pathway. In contrast, no significant pathway enrichment was found among the downregulated DEGs. Comparison of molecular signatures in the YA upregulated DEGs group using MSigDB revealed enrichment of growth inhibitory pathways like P53 combined with KRAS signaling up, a phenomenon known to result in replication stress, cell cycle arrest, and apoptosis. More specifically, we found upregulation of key kinases involved in the P21 pathway, such as *Cdkn1a*, *Chek2* and *Ccng1*, which we have previously shown causes cell-cycle arrest in the presence of activated KRAS in acinar cells (Urrutia et al., 2021). Moreover, these changes were accompanied by hypoxia, angiogenesis, and epithelial-mesenchymal transition (Figure 1C). To evaluate fractions of specific immune cell types with the limited number of DEGs, particularly as these mice were not immuno-stimulated and thus expected to have a relatively low number of resident immune cells, we conducted a constrained deconvolution analysis using quanTIseq (Finotello et al., 2019). Even though this method cannot determine differences in absolute abundance of immune populations, this analysis revealed alterations in the relative proportions of certain immune cell types induced by *Ehmt2* inactivation at different developmental times. While the PN *Ehmt2* ^*fl/fl*^ pancreas had a 55.3% increase in dendritic cell populations along with 42.1% and 13.2% decreases in neutrophil and NK cells, respectively, we found that the mature pancreas at the YA stage became less variable between *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^, with a 7.5% increase in marker genes for dendritic cells, a 7.3% decrease in neutrophil markers, and a minimal 0.2% decrease in NK cells (Figure 1D). Thus, we found that loss of *Ehmt2* most notably results in de-repression or upregulation of genes, in particular those that relate to growth inhibitory programs and cellular stress responses.

**FIGURE 1:**
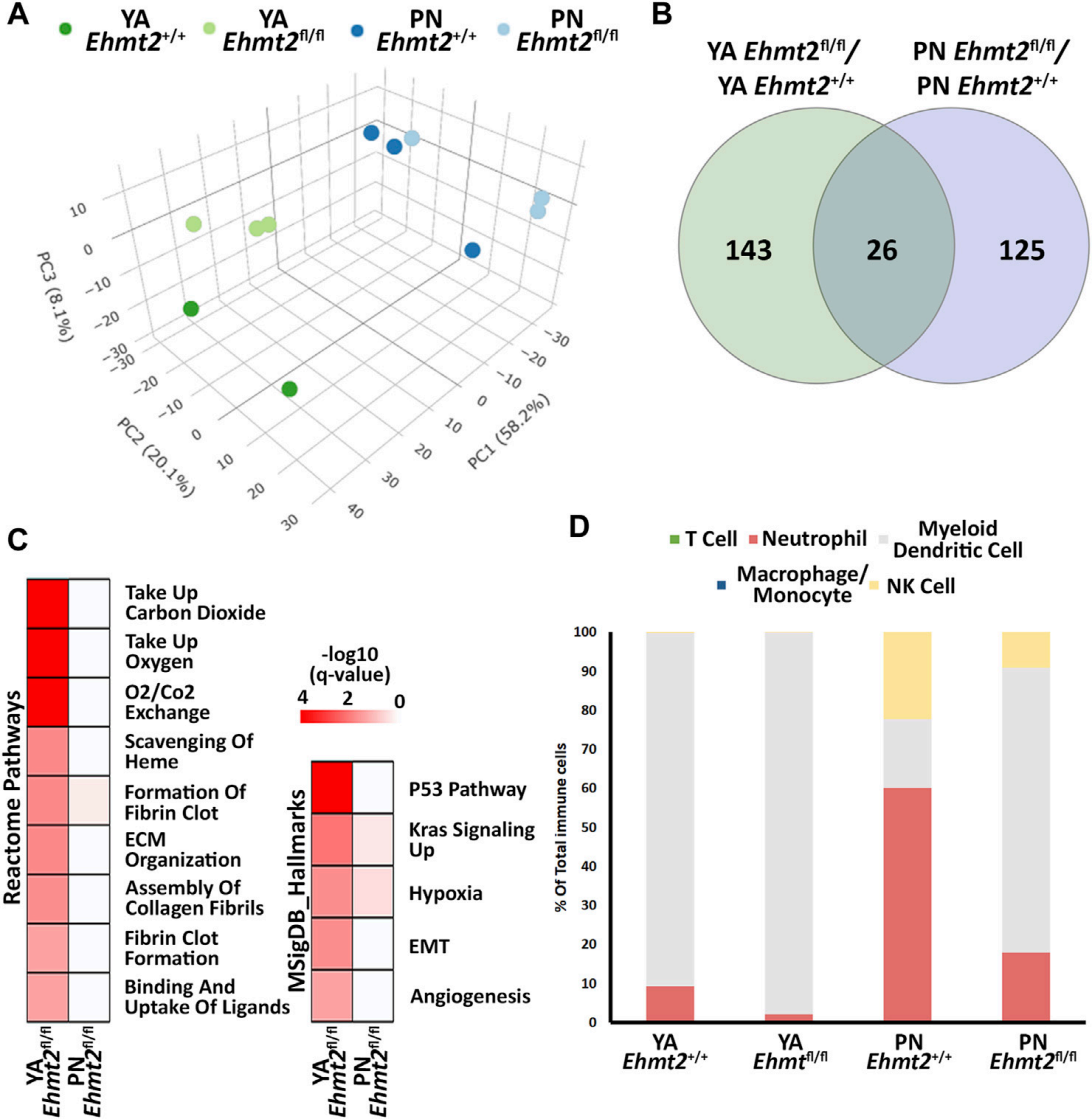
*Ehmt2* inactivation modulates the epigenetic landscape of mouse pancreas towards stress-related pathways. **(A)** Principal Component Analysis (PCA) based on Differentially Expressed Genes (DEGs) from RNA-seq conducted on pancreas tissue from mice at Postnatal (PN) day 10 and young adult (YA) 4–5 weeks, with and without Ehmt2, is shown. **(B)** Venn diagram illustrates the variation in DEGs upon *Ehmt2* knockout (*Ehmt2* ^*fl/fl*^) in the pancreas compared to *Ehmt2* wild-type (*Ehmt* ^*+/+*^) mice for YA and PN cohorts. **(C)** MSigDB Hallmarks and Reactome pathway enrichment analyses reveal the activation of functional pathways for DEGs in *Ehmt2* ^*fl*/fl^ animals compared to their respective *Ehmt2* ^+/+^ counterparts. **(D)** QuanTIseq deconvolution analysis predicts immune cell composition based on the percentage of total immune cells.

Next, we performed integrative analysis and functional modeling by using the natural language processing-based identification of gene sets relationships from the ShinyGO suite combined with semantic-based algorithms using the DEGs from the across the different transcriptional landscapes as input (Ge et al., 2020). This approach yielded several functional gene groups associated with pancreatic maturation in the *Ehmt2* ^*fl/fl*^ pancreas. For instance, we found higher representation of genes related to multiple diverse cellular functions including adhesion, extracellular matrix organization (ECM), inflammation response, stress, apoptosis, digestive enzymes, metabolism, transport, epigenetics, and cell motility (Table 1). We also noted a differential activation of the hemoglobin locus control region (LCR) for *Hba-a1, Hba-a2, Hbb-bs*, and *Hbb-bt*, which serves as a pathognomonic indicator of alterations in nuclear 3D organization upon *Ehmt2* loss due the subsequent decrease of H3K9me2 domains associated with reorganization of the active compartment in the nucleus (Yan et al., 2020; Fukuda et al., 2021; Takase et al., 2023). Furthermore, transcription factor motif analysis identified key upstream regulators of all DEGs related to *Ehmt2* inactivation, among which we find main transcriptional regulators of several pathways congruent with the mSigDB functional enrichments (enrichment of transcription factor binding motifs in DEG promoters; Table 2). In summary, loss of Ehmt2 results in dysregulation of the epigenetic landscape affecting essential signaling pathways, such as p53 and KRAS, which are known to cause replication stress, arrest cell proliferation, and induce apoptosis, combined with changes in the immune cell populations, suggesting an important function for Ehmt2 in maintaining pancreatic homeostasis and a susceptibility of *Ehmt2* ^*fl/fl*^ mice to heightened injury-inflammation repair responses.

**TABLE 1:** Functional annotation of DEGs regulated by *Ehmt2* inactivation in young adult mice.

Functional groups	Number of genes	Gene list
Adhesion	13	Cdh13; Cldn2; Cldn6; Cldn9; Egflam; Fat3; Itgal; Itgb4; Nxph2; Thsd4; Tm4sf4; Tspan1; Vtn
Angiogenesis	1	Cd248
Apoptosis	5	Bex2; Pycard; Stk17b; Trib3; Wwox
Cell Cycle	4	G0s2; Ccng1; Cdkn1a; Chek2
Cluster	3	Obp2b; Olfml2a; Olfml3
Coagulation	3	F2; Fgl2; Tfpi
Cytoskeleton	7	Rsph9; Arhgap45; Arhgdib; Coro1a; Eppk1; Kif21b; Rhobtb1
Development	1	Evc
DNA Repair	1	Dnajc22
ECM	13	Adamts12; Cilp; Col18a1; Col1a1; Col5a2; Cp; Eln; Gdf10; Lamc3; Mfap4; Ptn; Sdc1; Sftpd
Endocrine	1	Chgb
ER Chaperone	1	Agr2
Growth Factor	2	Gpr39; Ntrk2
Immune	15	Azgp1; Chac1; Fcgbp; Lgals9; Ptprc; Scara3; Siglec1; Srgn; Trim35; Dock2; Dock8; Malt1; Peli1; Spp1; Cd74
LCR	4	Hba-a1; Hba-a2; Hbb-bs; Hbb-bt
Membrane	7	Emp2; Smim24; Tenm4; Tmem123; Tmem229a; Tmem45a; Tmprss4
Metabolism	35	Acp5; Alas2; Aldh1b1; Aldoc; Car2; Car8; Cdo1; Cyp4f14; Cyp4v3; Dglucy; Enpp2; Ephx1; Fabp5; Fnip2; Gc; Heph; Lcat; Ldhb; Lox; Mgam; Mgmt; Mgst1; Mia; Moxd1; Mttp; Ncald; Pamr1; Pdzk1ip1; Phlda3; Pigr; Pkig; Proc; Sod3; Sulf2; Ube2l6
Mitosis Chromatin	1	Rsrp1
Pseudogene	1	Gm4744
Regeneration	1	Reg3b
RNA	1	Plet1
Signaling	5	Syk; Bex4; Plcb4; Pld1; Ror1
Stress	6	Ambp; Cryab; Ddit3; Ddit4l; Osgin1; Sesn2
Tnf Family	3	C1qtnf6; Tnfrsf19; Traf3ip3
Transcription	9	Eda2r; Et v5; Jun; Kat8; Klf10; Zfc3h1; Zfp651; Zmat3; Zfp703
Transporter	11	Aqp1; Atp1b1; Kcnk5; Scn1b; Slc16a5; Slc1a2; Slc28a3; Slc39a4; Slc4a1; Slc5a1; Slc9a9
Vesicular Transport	1	Scamp5
Zymogen	13	1810009J06Rik; 2200002J24Rik; Amy1; Amy2a1; Amy2a3; Gm10334; Gm2663; Gm5771; Klhl13; Prss1; Prss3; Serpine2; Serpinf1

**TABLE 2:** Transcriptional factor enrichment of DEGs upon *Ehmt2* inactivation in young adult mice.

Enriched motif in promoter	TF	TF family	P val	FDR
GGGGGTGG	Zfp281	C2H2 ZF	7.0E-06	5.8E-03
GGGGGG	Zfp740	C2H2 ZF	4.1E-05	1.1E-02
GGGGGGGGGCC	Patz1	C2H2 ZF	1.5E-04	2.8E-02
GGGGCCCAAGGGGG	Plag1	C2H2 ZF	1.7E-04	2.8E-02
GGGG	Zfp202	C2H2 ZF	1.5E-03	1.4E-01
TGGGAATACC	Ikzf1	C2H2 ZF	1.8E-03	1.4E-01
AGGG	Sp110	SAND	1.8E-03	1.4E-01
CCACCTG	Atoh8	bHLH	1.9E-03	1.4E-01
AGGTGTGA	Mga	bHLH,T-box	2.1E-03	1.5E-01
CAGGTG	Tcf3	bHLH	2.9E-03	1.8E-01
AGGTGTGA	Tbx5	T-box	3.2E-03	1.8E-01
GTACC	Gm98	Ndt80/PhoG	3.5E-03	1.8E-01
TGACCTTGACTGACCT	Esrra	Nuclear receptor	3.8E-03	1.8E-01
GGG​GGG​GGG​TGG​TTT​GGG​G	Rreb1	C2H2 ZF	4.0E-03	1.8E-01
CAGGTG	Tcf12	bHLH	4.2E-03	1.8E-01
AGGTGTGA	Tbx4	T-box	5.2E-03	2.2E-01

### 3.2 *Ehmt2* inactivation in acinar pancreatic cells enhances the response to organ inflammation

To evaluate the relative contribution of Ehmt2 to the epithelial cell response during pancreatic inflammation, we repeatedly injected *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ mice with caerulein to induce acute pancreatitis and performed RNA-seq. PCA analysis showed a clear separation of mice subjected to caerulein compared to their untreated counterparts (Figure 2A). Notably, the untreated samples, regardless of *Ehmt2* inactivation status, clustered closely together on one end of the PCA plot. In contrast, samples undergoing acute pancreatitis displayed a distinct separation between the *Ehmt2* ^*+/+*^ and *Ehmt2^fl/fl^* pancreatic samples (Figure 2A). Using pairwise analysis between caerulein and untreated groups, we found 5,263 DEGs. Of these DEGs, 1,812 were shared between *Ehmt2* ^*+/+*^ and *Ehmt2^fl/fl^* with acute pancreatitis, consisting of 764 upregulated and 1,048 downregulated DEGs (Figures 2B, C; Supplementary Table S2). In terms of unique DEGs, 1,838 were distinctly upregulated upon acute inflammation in the *Ehmt2^fl/fl^* mice versus 189 in the *Ehmt2* ^*+/+*^ group (Figure 2B). Correspondingly, 1,283 were exclusively downregulated during acute pancreatitis in the *Ehmt2^fl/fl^* animals compared to 142 in the *Ehmt2* ^*+/+*^ (Figure 2C). We used RT-qPCR to validate a set of upregulated and downregulated gene targets among the most significant DEGs identified in *Ehmt2* ^*fl/fl*^ animals with acute pancreatitis (Supplementary Figure S2). Interestingly, a large subset of the genes that were found in the *Ehmt2* ^*+/+*^ animals, which would constitute the response to acute pancreatitis, overlapped with the *Ehmt2^fl/fl^* mice (80% of upregulated and 91% of downregulated genes). Moreover, 70% of upregulated genes and 55% of downregulated genes that were differentially regulated in *Ehmt2^fl/fl^* animals were unique to the loss of *Ehmt2*. This highlights that Ehmt2 plays a major role during acute pancreatitis in maintaining transcriptional homeostasis in response to injury. Through heatmap clustering analyses of these DEGs, we identified that the genes differentially regulated in both *Ehmt2* ^*+/+*^ and *Ehmt2^fl/fl^* animals presented with an amplified response when *Ehmt2* was inactivated (Figure 2D). This finding in the *Ehmt2^fl/fl^* mice with acute pancreatitis is congruent with a principal role of Ehmt2 in mediating gene expression in response to tissue injury. In our analysis of the upregulated and downregulated genes, we found that *Ehmt2* ^*+/+*^ and *Ehmt2^fl/fl^* mice with acute pancreatitis exhibited significant enrichment of similar pathways, specifically genes involved in injury-inflammation through activation of the oncogenic KRAS, P53, TNFα and TGF-β signaling pathways (Figure 2E). To delve deeper, we manually examined genes upregulated in acute pancreatitis compared to untreated mice, focusing on the subset that were uniquely activated or further de-repressed during the inflammatory response upon *Ehmt2* inactivation. This analysis revealed a network of upstream regulatory genes that include *Il1b*, *Il1r1*, *Tnf*, *Csf3r* and members of the Ccl family (summarized in Table 3), which are known recruit and activate immune cells. With Il1r1 serving as the primary receptor for Il1b, this pathway is recognized for its role in triggering NF-κB signaling pathway activation, which we also found. We also detected increased gene expression networks related to immune cell activation and function, such as *Slamf* and cell surface molecules receptors. Similarly, the upregulation of chemokine signaling by C-X-C motif chemokine ligand families, indicates a heightened recruitment and migration of immune cells to inflamed pancreatic tissue. Notably, we also found upregulation of integrin and Interleukin cytokines, with roles in immunomodulatory processes that influence the balance between pro-inflammatory and anti-inflammatory responses. Thus, the increased expression of various inflammatory mediators highlights a cascade of cellular events that seem to culminate in the initiation and propagation of the enhanced immune response discovered in the *Ehmt2* ^*fl/fl*^ mice. In addition, there was increased representation of genes involved in cytoskeleton and cell adhesion, transcriptional regulation, DNA replication and repair, metabolic and oxidative stress, and RNA processing that collectively function to enhance cell survival, proliferation, and tissue regeneration during pancreatitis (Table 3). Contrastingly, the downregulated genes showed substantial enrichment of metabolic and proteostasis pathways, such as fatty and bile acid metabolism and unfolded protein response. This observation highlights that acute pancreatitis causes drastic changes to the pancreas gene expression landscape, reflecting that normal functionality of the pancreas is reduced (Figure 2E). Furthermore, we observed an increased enrichment of genes involved in a repair response, such as activation of mTORC1, PI3K-Akt, androgen and estrogen hormone signaling pathways. Lastly, we observed activation of genes involved in other signaling networks to help the pancreas tissue cope with damage caused by acute pancreatitis, such as angiogenesis to compensate for increased metabolic demand (Figure 2E). Notably, in the *Ehmt2* ^*fl/fl*^ pancreas tissues, the enrichment and overall number of genes for each ontology was found to be of greater significance with an increased number of genes in each of the categories, specifically for the UV response, cholesterol, mTORC1, myogenesis, estrogen, and reactive oxygen related pathways (Figure 2E). Thus, this data further highlights the Ehmt2-mediated functions that are necessary for the injury-inflammation-repair response during acute pancreatitis.

**FIGURE 2:**
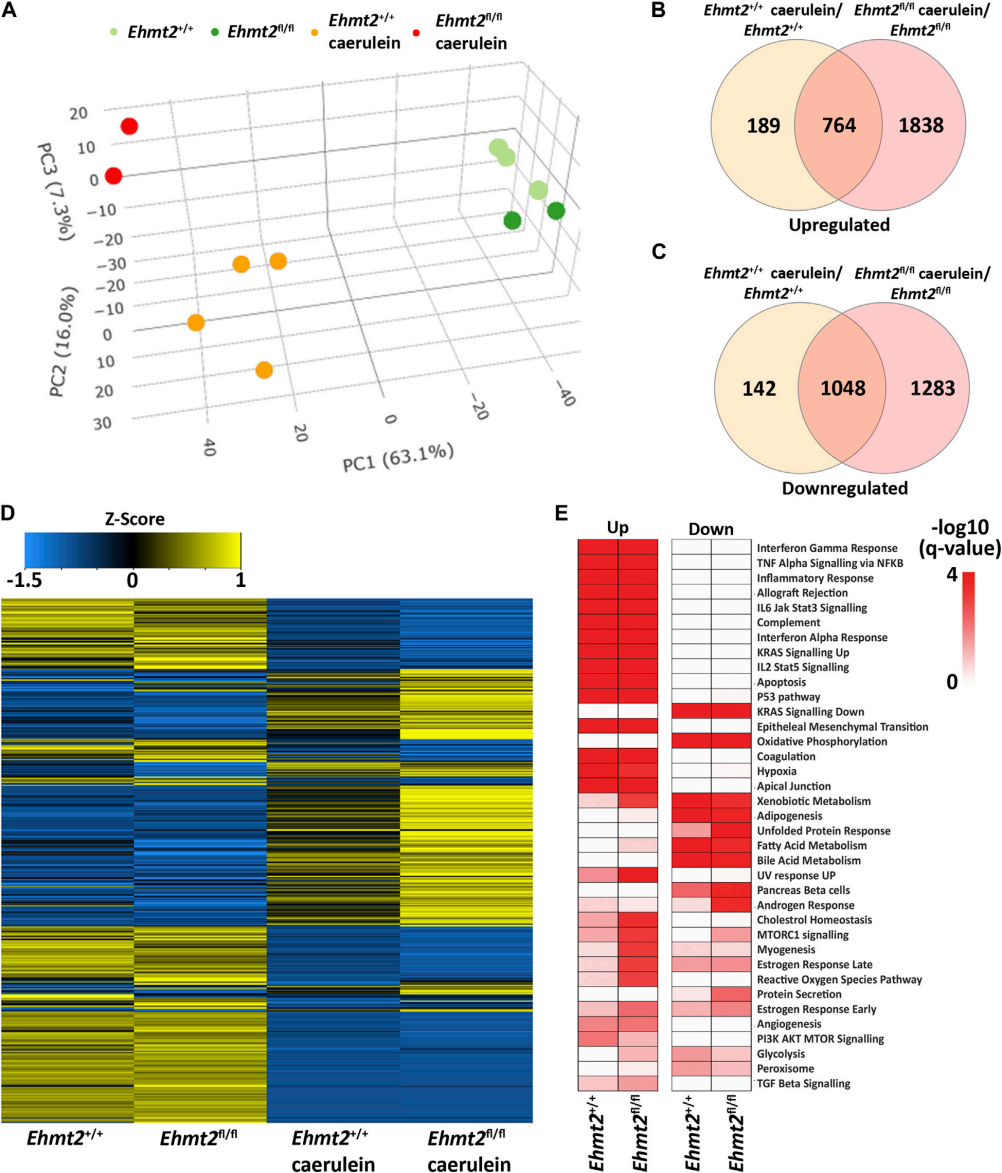
Ehmt2 is crucial for maintaining faithful transcriptional homeostasis in response to injury during acute pancreatitis. **(A)** PCA based on DEGs from RNA-seq conducted on pancreas tissue from *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ adult mice both with and without induction of acute pancreatitis is shown. Venn diagram illustrates the overlap in significant DEGs between mice treated with caerulein and untreated mice, comparing *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals for both **(B)** upregulated and **(C)** downregulated genes. **(D)** Heatmap displays the average expression of DEGs that were significant in at least one condition for *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals in absence or presence of caerulein treatment. **(E)** MSigDB Hallmarks pathway enrichment analysis of significant DEGs between mice treated with caerulein and untreated mice in both *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals is shown for upregulated and downregulated genes.

**TABLE 3:** Enhanced expression/de-repression of Ehmt2-regulated genes that are associated with the inflammatory and immune response in acute pancreatitis.

Functional groups	Number of genes	Gene list
Inflammation and Immune Response	56	***Il1b***; Il6; Il18; Tnf; Ccl2; Ccl5; Cxcl1; Cxcl2; Cxcl10; Ccl20; Ifng; Saa3; Nos2; Ptgs2; Hmox1; Lcn2; Cd14; C3; Ly6g; Cd68; Cd86; Fcgr3; Msr1; Fcer1g; Ccr2; Il10ra; Il10rb; ***Il1r1***; Il1rap; Il1rl1; Il27ra; Ifngr1; Ifngr2; Tnfrsf1b; Csf1r; Csf2rb; Csf2ra; Gss; Paqr7; Cstb; Nnmt; Anxa11os; Gm49776; Dusp18; Rbm12; Atp11a; Myo1c; Gja1; Pxn; Synpo; Epo; Capza2; Mybl2; Dbn1; Srgap1; Snx2
Cytoskeleton and Cell Adhesion	44	Actb; Actg1; Acta2; Vim; Cdh1; Cdh2; Cdh5; Itga1; Itga2; Itga3; Itga5; Itgb1; Itgb3; Itgb4; Itgb5; Vcl; Parva; Tln1; Tln2; Actn1; Actn2; Actn3; Actn4; Cfl1; Cfl2; Capg; Capn1; Capza1; Capza2; Cldn2; Uhrf1bp1l; Klhl5; Cpsf4; Pdlim5; Sept7; Mpp7; Pxn; Sept10; Ctnnd1; Col4a1; Col4a2; Col5a1; Col5a2; Col6a1
Transcription Factors and Regulators	40	Jun; Fos; Stat3; Stat1; Crebbp; Ep300; Cebpb; Cebpd; Cebpe; Cebpg; Cebpa; Junb; Jund; Fosb; Fosl1; Fosl2; Stat2; Stat4; Stat5a; Stat5b; Stat6; ***Nfkbia***; ***Nfkb1***; ***Nfkb2***; ***Rela***; ***Relb***; Mef2a; Gtf2f1; Elk4; Bcap29; Elk3; Xrn2; Nfatc4; Heg1; Zfp90; Klf13; Tnfrsf1a; Gm17046; Axl; Gm49711
Cell Cycle and DNA Replication/Repair	15	Ccna1; Ccnb1; Ccnb2; Ccne1; Ccne2; Cdk1; Cdk2; Cdk4; Cdk6; Cdkn1a; Cdkn1b; Cdkn2a; Cdkn2b; Rb1; E2f1
Metabolism and oxidative stress	28	Sod1; Sod2; Cat; Gpx1; Gpx2; Gpx4; Gpx7; Gpx8; Prdx1; Prdx2; Prdx3; Prdx4; Prdx5; Prdx6; Nqo1; Gss; Gsta1; Gsta2; Gstm1; Gstm2; Gstm3; Gstm4; Gstm6; Gstm7; Gsto1; Gsto2; Gstp1; Gstt1
RNA Processing and Splicing	30	Ddx5; Ddx17; Dhx9; Prpf3; Prpf4; Prpf6; Prpf8; Ddx39b; Ddx41; Ddx54; Dhx15; Dhx40; Dhx57; Dhx58; Dhx8; Ddx21; Ddx46; Ddx47; Ddx50; Ddx52; Ddx53; Ddx55; Ddx58; Dhx30; Dhx32; Dhx33; Dhx34; Dhx35; Dhx37; Dhx38

To reveal differences in the composition of the immune cell infiltrate across the total cells found between the *Ehmt2* ^*+/+*^ and *Ehmt2^fl/fl^* pancreas of caerulein-treated animals, we used MCP Counter, an expanded deconvolution method due to the increased inflammation under these conditions (Figure 3A). The induction of acute pancreatitis highlighted immune cell signaling patterns that distinguished *Ehmt2* ^*+/+*^ from *Ehmt2^fl/fl^*, also revealing an enhanced immune response when Ehmt2 function is lost with the number of markers for immune cells increasing by a total of 16.6%. Specifically, we identified an increased signal of 1.9% for T-cells in animals with *Ehmt2* inactivation. Similar increases were found for canonical markers of neutrophils and myeloid dendritic cells with an increase of 1.9% and 1.2%, respectfully, for *Ehmt2^fl/fl^* animals compared to *Ehmt2* ^*+/+*^ mice. Notably, macrophages represented the most substantial increase of 11.6% upon *Ehmt2* knockout. (Figure 3A). These findings highlight the important role of Ehmt2 in regulating immune cell infiltration during acute pancreatitis. Thus, we used spatial transcriptomics to validate our findings from bulk RNA-seq. 

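Sections of formalin-fixed, paraffin-embedded pancreas from 4 caerulein-treated mice were profiled, 2 labelled *Ehmt2* +/+ and 2 labelled *Ehmt2 fl/fl*, all with *Pdx1-Cre*. Caerulein, a cholecystokinin analogue that induces acute pancreatitis, was given at 50 μg/kg in 8 injections to mice of 4 weeks of age, with collection 18 h after the first dose. In the CytAssist Visium assay, gene-specific probes hybridized to RNA in the section are transferred to a slide with a capture area of barcoded spots, and each captured molecule is counted once by its unique molecular identifier (UMI). The authors counted UMIs with Space Ranger on the mouse mm10 (GRCm38) reference and the mouse Visium probe set, and the deposited files hold whole-number UMI counts per gene and spot, without normalization and with spots off the tissue included. The paper gives the sequencing depth in read pairs, while the values here are UMIs. The sections labelled *Ehmt2* +/+ replicates 1 and 2 held 44520453 and 8914187 UMIs, and those labelled *Ehmt2 fl/fl* replicates 1 and 2 held 7195548 and 8685493 UMIs. The authors marked the tissue in alignment files that give positions without barcodes, so these marks could not be joined to the counts. Spots over tissue were instead taken as those above the lowest point between the 2 modes of each section's histogram of UMIs per spot. This point lay at 472 and 149 UMIs in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and at 149 and 105 UMIs in those labelled *Ehmt2 fl/fl* replicates 1 and 2. It left 6183, 10285, 7587 and 8443 spots over tissue in the same order, where the alignment files mark 5818, 9915, 7549 and 7653 spots. Between 98.0% and 98.9% of a section's UMIs lay in these spots. The median spot held 6285 UMIs in the section labelled *Ehmt2* +/+ replicate 1, against 759 in the section labelled *Ehmt2* +/+ replicate 2 and 914 and 932 in those labelled *Ehmt2 fl/fl*, so depth differed more between the replicates of *Ehmt2* +/+ than between that second replicate and *Ehmt2 fl/fl*. A set of 38 digestive enzyme genes took 65.8% and 53.3% of the UMIs over tissue in the sections labelled *Ehmt2* +/+ and 22.5% and 21.6% in those labelled *Ehmt2 fl/fl*.

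**Figure D1:**
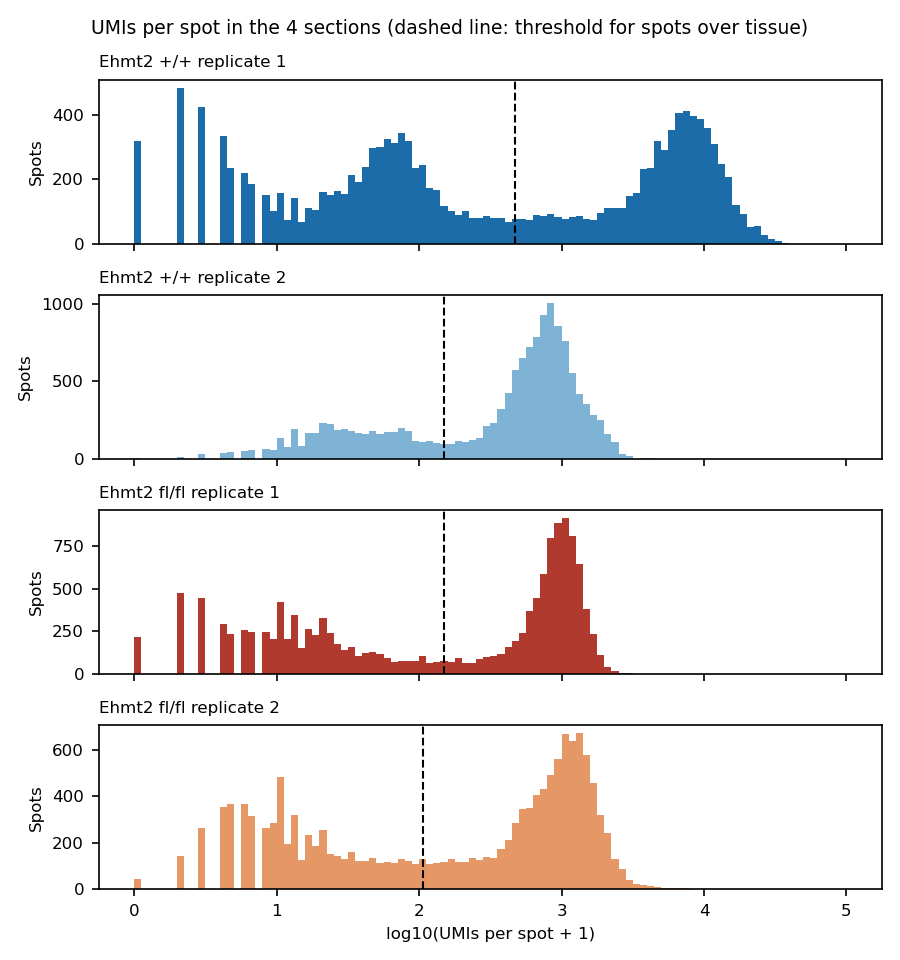
Histograms of UMIs per spot in the 4 sections, named as labelled, with log10(UMIs per spot + 1) on the x axis, the number of spots on the y axis and a dashed line at the threshold for spots over tissue. The median of the spots over tissue is 6285 UMIs in *Ehmt2* +/+ replicate 1 and between 759 and 932 UMIs in the other 3 sections.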

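*Ehmt2* (ENSMUSG00000013787; chromosome 17, 34898469 to 34914052, plus strand of GRCm38), the gene inactivated in the pancreatic epithelium of *Ehmt2 fl/fl* mice, had 865 and 33 UMIs in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 73 and 101 UMIs in those labelled *Ehmt2 fl/fl* replicates 1 and 2. Scaled to 1000000 UMIs over tissue (CPM) these were 19.7, 3.79, 10.4 and 11.9, so the section labelled *Ehmt2* +/+ replicate 2 lay below both sections labelled *Ehmt2 fl/fl* (exact two-sided permutation test between the genotypes, p = 1). The log2 fold change of *Ehmt2 fl/fl* against *Ehmt2* +/+ was −2.65 (standard error 0.79, adjusted p = 0.226 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −0.08 with library sizes in place of TMM normalization, 0.46 as the mean over spots of the share of UMIs, and 0.66 without the section labelled *Ehmt2* +/+ replicate 1. Olfactory receptor genes, a family assumed here to be little expressed in the pancreas, served as a measure of background counts. None of them reached the CPM of *Ehmt2* in the section labelled *Ehmt2* +/+ replicate 1 (0%), while 79.9%, 33.3% and 57.6% did in the section labelled *Ehmt2* +/+ replicate 2 and those labelled *Ehmt2 fl/fl* replicates 1 and 2. The count of *Ehmt2* therefore does not check the labels of these 3 sections. The sections are named as labelled, and each difference between genotypes rests on those labels. Because the spots of a section are not replicates, counts were summed over the spots over tissue of each section before testing, with the 20066 genes that passed edgeR's filter on low counts. The TMM factors were 0.282 and 0.995 in the sections labelled *Ehmt2* +/+ and 1.69 and 2.11 in those labelled *Ehmt2 fl/fl*. Normalization moved all genes together, with a median log2 fold change over the 20066 genes of 0.25 with TMM, 1.64 with library sizes alone and −0.04 with DESeq2's size factors, so CPM are given beside each log2 fold change. Shares of spots and scores were compared between the genotypes by two-sided exact permutation tests, in which 2 sections against 2 cannot go below p = 0.333. Shares of spots carry 95% Clopper-Pearson confidence intervals, which cover counting error only. To compare shares at a single depth, spots were thinned to 500 UMIs, with 6144 and 7871 spots deep enough in the sections labelled *Ehmt2* +/+ and 6483 and 6462 in those labelled *Ehmt2 fl/fl*. Thinning to 2000 UMIs left 5149, 312, 59 and 548 spots, and thinning to 500 UMIs of genes other than digestive enzymes left 5490, 2125, 5968 and 5917.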

Spatial transcriptomics technologies, while unable to achieve single-cell resolution due to capturing gene expression data from regions containing on average 5-10 cells each, offer valuable insights by maintaining the spatial context within tissue samples (Grisanti Canozo et al., 2022). Analytically, we applied Seurat’s functionalities to define spatially variable genes (SVG) across tissue samples. To deconvolute the cell types within the spatial transcriptomic spots, we employed marker genes obtained from Zhou et al. (2022) and CellMarker (Zhang et al., 2019). We calculated the average number of spots containing SVGs indicative of immune infiltration by T cells (*Cd3e*), neutrophils (*S100a8*), dendritic cells (*Ccr7*), macrophages (*Apoe*), and NK cells (*Nk7g*) for *Ehmt2* ^*+/+*^ and *Ehmt2^fl/fl^* mice. 

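Among the 5 immune markers, *Cd3e*, *S100a8*, *Ccr7* and *Nkg7* each had a UMI in a larger share of spots in both sections labelled *Ehmt2 fl/fl* than in both labelled *Ehmt2* +/+, while for *Apoe* one section of each genotype overlapped the other. The difference between the mean shares, *Ehmt2 fl/fl* minus *Ehmt2* +/+, was 14.0 percentage points for *Apoe*, 2.05 for *S100a8*, 1.25 for *Ccr7*, 1.09 for *Cd3e* and 0.467 for *Nkg7*. None could pass a threshold of 0.05 with 2 sections per genotype (exact permutation tests, p = 0.667 for *Apoe* and 0.333 for each of the others). Olfactory receptor genes rose in the same order of sections, since the median share of spots with a UMI over 1108 of them was 0.178% and 0.457% in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 0.778% and 1.29% in those labelled *Ehmt2 fl/fl* replicates 1 and 2. At 500 UMIs per spot this median was 0.0167%, 0.274%, 0.431% and 0.671% in the same order. At 500 UMIs of genes other than digestive enzymes, *Cd3e* and *Ccr7* no longer had a larger share in both sections labelled *Ehmt2 fl/fl* than in both labelled *Ehmt2* +/+, while *S100a8*, *Nkg7* and *Apoe* did. That thinning kept 2125 of the 10285 spots over tissue in the section labelled *Ehmt2* +/+ replicate 2, on which the overlap rests.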

In concordance with our bulk RNA-seq data, we detected the enhanced immune response in *Ehmt2^fl/fl^* compared to the *Ehmt2* ^*+/+*^ mice with comparable distributions of specific immune subtypes (Figure 3A). An average of 7,865 spots for *Ehmt2* ^*+/+*^ and 7,542 for *Ehmt2^fl/fl^* mice were assigned in total across the tissue, and from these total spots, 0.8% contained SVG expression indicative of T-cell infiltrate in the *Ehmt2* ^*+/+*^ pancreas, which increased to 1.9% in *Ehmt2^fl/fl^*. Similarly, we found higher proportions of markers for neutrophils and dendritic cells in *Ehmt2^fl/fl^* tissue (2.6% and 2.0%, respectively) compared to *Ehmt2* ^*+/+*^ (0.5% and 0.6%, respectively). 

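*Cd3e* (ENSMUSG00000032093; chromosome 9, 44998740 to 45009627, minus strand), which encodes a subunit of the T-cell receptor complex, had at least 1 UMI in 31 and 108 spots of the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 120 and 182 spots of those labelled *Ehmt2 fl/fl* replicates 1 and 2. The shares were 0.501% (95% confidence interval 0.341% to 0.711%) and 1.05% (0.862% to 1.27%) in the sections labelled *Ehmt2* +/+, and 1.58% (1.31% to 1.89%) and 2.16% (1.86% to 2.49%) in those labelled *Ehmt2 fl/fl*. Their means were 0.776% ± 0.388 (SD, n = 2) and 1.87% ± 0.406 (SD, n = 2), over a mean of 8234 and 8015 spots over tissue (exact permutation test, p = 0.333). Thinning to 2000 UMIs moved this difference most among the alternatives, from 1.09 to 2.97 percentage points, with shares of 0.166% and 2.78% against 6.14% and 2.74% that overlapped between the genotypes (exact permutation test, p = 0.667) and 59 spots left in the section labelled *Ehmt2 fl/fl* replicate 1. With each spot thinned to 500 UMIs, the shares were 0.0391% and 0.588% in the sections labelled *Ehmt2* +/+ and 0.925% and 1.16% in those labelled *Ehmt2 fl/fl*. With each spot thinned to 500 UMIs of genes other than digestive enzymes they were 0.127% and 1.24% against 1.14% and 1.45% (exact permutation test, p = 0.667). Off the tissue, where the median spot held 39, 31, 12 and 11 UMIs, *Cd3e* was found in 0 of 7688 spots of the section labelled *Ehmt2* +/+ replicate 1 and in 0.0741%, 0.129% and 0.0171% of spots in the other 3 sections. Over tissue, 1.53% and 0.722% of the olfactory receptor genes had a share at or above that of *Cd3e* in the sections labelled *Ehmt2* +/+, and 4.51% and 5.05% in those labelled *Ehmt2 fl/fl*. *Cd3e* had 0.708 and 12.4 CPM in the sections labelled *Ehmt2* +/+ and 17.1 and 21.6 in those labelled *Ehmt2 fl/fl*, a log2 fold change of 0.45 (standard error 0.84, adjusted p = 0.872 from edgeR's quasi-likelihood test), which was −0.26 without the section labelled *Ehmt2* +/+ replicate 1.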

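*S100a8* (ENSMUSG00000056054; chromosome 3, 90668978 to 90670035, plus strand), a calcium-binding protein gene of neutrophils, had a UMI in 0.226% (0.124% to 0.380%) and 0.681% (0.531% to 0.859%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2. In those labelled *Ehmt2 fl/fl* replicates 1 and 2 the shares were 2.43% (2.09% to 2.80%) and 2.58% (2.25% to 2.94%). The means were 0.454% ± 0.321 (SD, n = 2) for *Ehmt2* +/+ and 2.50% ± 0.111 (SD, n = 2) for *Ehmt2 fl/fl*, a difference larger than the spread between replicates (exact permutation test, p = 0.333). Thinned to 500 UMIs, the shares were 0.0209%, 0.446%, 1.29% and 1.29% in the same order of sections, and thinned to 500 UMIs of genes other than digestive enzymes 0.0445%, 1.04%, 1.67% and 1.61%. Of the olfactory receptor genes, 36.9% and 13.6% had a share at or above that of *S100a8* in the sections labelled *Ehmt2* +/+, but 0.181% and 1.08% in those labelled *Ehmt2 fl/fl*. Its CPM were 0.320, 8.39, 26.7 and 26.1, a log2 fold change of 1.57 (standard error 0.82, adjusted p = 0.872 from edgeR's quasi-likelihood test), and stayed between 0.76 and 3.47 with each section left out in turn. *Ccr7* (ENSMUSG00000037944; chromosome 11, 99144196 to 99155077, minus strand), a chemokine receptor gene of dendritic cells, had a UMI in 0.421% (0.275% to 0.616%) and 0.914% (0.739% to 1.12%) of spots in the sections labelled *Ehmt2* +/+ and in 1.78% (1.49% to 2.10%) and 2.06% (1.77% to 2.39%) in those labelled *Ehmt2 fl/fl*. The means were 0.667% ± 0.349 (SD, n = 2) and 1.92% ± 0.199 (SD, n = 2) (exact permutation test, p = 0.333). Thinned to 500 UMIs, *Ccr7* shares were 0.0395%, 0.516%, 0.956% and 1.19%, and thinned to 500 UMIs of genes other than digestive enzymes 0.114%, 1.36%, 1.18% and 1.37% (exact permutation test, p = 0.667). A share as large or larger was found for 4.15%, 2.17%, 2.26% and 7.04% of the olfactory receptor genes.

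**Figure D2:**
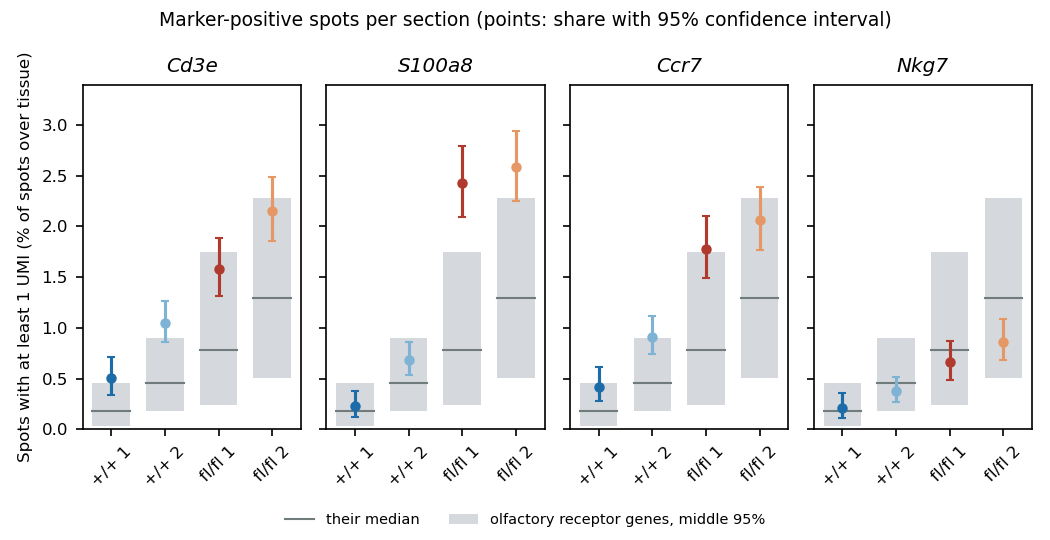
Share of spots over tissue with at least 1 UMI of *Cd3e*, *S100a8*, *Ccr7* and *Nkg7* in each of the 4 sections, named as labelled, in percent on the y axis; points are shares with 95% confidence intervals, grey bars the middle 95% and grey lines the median of the olfactory receptor genes in the same section. *S100a8* at 2.43% and 2.58% lies above the grey bars in the sections labelled *Ehmt2 fl/fl*, and *Nkg7* lies within the bar in all 4 sections.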

Once again, the macrophage population signified the most striking change between *Ehmt2* ^*+/+*^ tissue (10.0%) and *Ehmt2^fl/fl^* (27.4%). Conversely, the difference in the proportions of NK cells were modest with 0.3% in *Ehmt2* ^*+/+*^ to 0.8% in *Ehmt2^fl/fl^* (Figure 3A). 

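*Apoe* (ENSMUSG00000002985; chromosome 7, 19696109 to 19699188, minus strand), the apolipoprotein E gene taken as the macrophage marker, had a UMI in 20.1% (19.1% to 21.2%) and 6.14% (5.68% to 6.62%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 39.8% (38.7% to 40.9%) and 14.4% (13.7% to 15.2%) in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The section labelled *Ehmt2 fl/fl* replicate 2 thus lay between the 2 sections labelled *Ehmt2* +/+. The mean shares of 13.1% ± 9.90 (SD, n = 2) and 27.1% ± 18.0 (SD, n = 2) differed by less than the SD of *Ehmt2 fl/fl* (exact permutation test, p = 0.667). Once thinned to 500 UMIs, both sections labelled *Ehmt2 fl/fl* lay higher, at 26.4% and 8.13% against 2.17% and 3.90% (exact permutation test, p = 0.333). *Apoe* had 34.0 and 78.5 CPM in the sections labelled *Ehmt2* +/+ and 615 and 166 in those labelled *Ehmt2 fl/fl*. Its log2 fold change was 1.15 (standard error 1.08, adjusted p = 0.872 from edgeR's quasi-likelihood test), and −0.35 in the lowest of the fits that each left out one section. No olfactory receptor gene had a share at or above that of *Apoe* in any of the 4 sections.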

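*Nkg7* (ENSMUSG00000004612; chromosome 7, 43437073 to 43438249, plus strand), a gene of the cytotoxic granules of NK and T cells, had a UMI in 0.210% (0.112% to 0.359%) and 0.379% (0.270% to 0.518%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 0.659% (0.490% to 0.868%) and 0.865% (0.678% to 1.09%) in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The means were 0.295% ± 0.119 (SD, n = 2) and 0.762% ± 0.145 (SD, n = 2) (exact permutation test, p = 0.333). At 500 UMIs per spot the shares were 0.0185% and 0.272% against 0.352% and 0.436%, and at 500 UMIs of genes other than digestive enzymes 0.0541% and 0.381% against 0.434% and 0.512%. Of the olfactory receptor genes, 36.9% and 70.0% had a share at or above that of *Nkg7* in the sections labelled *Ehmt2* +/+ and 62.1% and 81.2% in those labelled *Ehmt2 fl/fl*, so the share of *Nkg7* did not stand out from background counts in any section. The log2 fold change was 0.57 (standard error 1.39, adjusted p = 0.876 from edgeR's quasi-likelihood test) and −0.12 without the section labelled *Ehmt2* +/+ replicate 1.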

To more comprehensively address the complex pathology of pancreatic disease, we expanded our spatial transcriptomic analysis to other relevant cell types using previously reported markers as labeled in Figure 3B (Olaniru et al., 2023). 

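*Prss2* (ENSMUSG00000057163; chromosome 6, 41521787 to 41525079, plus strand), which encodes a trypsinogen of acinar cells, had a UMI in 99.9% and 90.3% (89.7% to 90.9%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 71.0% (69.9% to 72.0%) and 58.6% (57.6% to 59.7%) in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The means of 95.1% ± 6.75 (SD, n = 2) for *Ehmt2* +/+ and 64.8% ± 8.73 (SD, n = 2) for *Ehmt2 fl/fl* differed by more than the spread between replicates (exact permutation test, p = 0.333). After thinning to 500 UMIs the shares were 98.0% and 92.2% against 61.7% and 49.6%. Off the tissue, *Prss2* was found in 40.4% and 14.7% of spots in the sections labelled *Ehmt2* +/+ and in 3.43% and 2.29% in those labelled *Ehmt2 fl/fl*, with medians of 39, 31, 12 and 11 UMIs per spot. *Prss2* had 9924 and 6341 CPM in the sections labelled *Ehmt2* +/+ and 2390 and 1749 in those labelled *Ehmt2 fl/fl*. The log2 fold change was −4.21 (standard error 2.23, adjusted p = 0.872 from edgeR's quasi-likelihood test), −1.97 with library sizes alone, and between −5.12 and −2.48 with each section left out in turn. Its UMIs may be shared with other trypsinogen genes of near-identical sequence.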

We found a significant reduction in spots associated with the SVG marker for acinar cells (*Prss2*) in *Ehmt2^fl/fl^* samples, with only 66.6% of spots indicative of harboring acinar cells (Figure 3B). In contrast, *Ehmt2* ^*+/+*^ tissues displayed a more typical distribution, with 94.4% of spots representing the presence of acinar cells. Similarly, *Ehmt2^fl/fl^* exhibited a decrease in duct cells compared to *Ehmt2* ^*+/+*^ (39.1% vs. 30.0%). On the other hand, features for islets (*Ins2*) (15.9% vs. 17.4%), fibroblasts (*Cola1a*) (10.6% vs. 12.7%), stellate cells (*Mmp14*) (1.1% vs. 2.3%), and tuft cells (*Dclk1*) (1.0% vs. 2.2%) showed slight increases when comparing *Ehmt2^+/+^* tissues to *Ehmt2^fl/fl^*. 

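*Anxa4* (ENSMUSG00000029994; chromosome 6, 86736840 to 86793584, minus strand), an annexin gene taken as the marker of duct cells, had a UMI in 69.3% (68.1% to 70.4%) and 23.2% (22.4% to 24.0%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 29.0% (28.0% to 30.0%) and 29.4% (28.4% to 30.4%) in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The mean shares were 46.2% ± 32.6 (SD, n = 2) and 29.2% ± 0.292 (SD, n = 2), a difference within the spread of *Ehmt2* +/+ (exact permutation test, p = 1). Thinned to 500 UMIs, the direction changed, with 11.4% and 15.4% in the sections labelled *Ehmt2* +/+ and 17.7% and 17.9% in those labelled *Ehmt2 fl/fl*. Thinned to 500 UMIs of genes other than digestive enzymes, they were 28.3% and 29.8% against 22.7% and 22.2%, again lower in *Ehmt2 fl/fl*. Without the section labelled *Ehmt2* +/+ replicate 1 the unthinned difference was 6.02 percentage points in place of −17.0. *Anxa4* had 224 and 329 CPM in the sections labelled *Ehmt2* +/+ and 395 and 391 in those labelled *Ehmt2 fl/fl*. With TMM normalization its log2 fold change was −1.43 (standard error 1.21, adjusted p = 0.872 from edgeR's quasi-likelihood test), and with library sizes alone it was 0.51.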

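The insulin gene *Ins2* (ENSMUSG00000000215) had a UMI in 25.9% (24.8% to 27.0%) and 11.1% (10.5% to 11.7%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 24.6% (23.7% to 25.6%) and 10.2% (9.51% to 10.8%) in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The means of 18.5% ± 10.5 (SD, n = 2) and 17.4% ± 10.2 (SD, n = 2) differed by far less than the SD (exact permutation test, p = 0.667). *Ins2* at 500 UMIs per spot was found in 7.61% and 8.51% against 19.2% and 7.36% of spots. The collagen gene *Col1a1* (ENSMUSG00000001506; chromosome 11, 94936224 to 94953042, plus strand) had shares of 25.2% (24.1% to 26.3%) and 3.89% (3.52% to 4.28%) in the sections labelled *Ehmt2* +/+ and 13.5% (12.8% to 14.3%) and 11.5% (10.9% to 12.2%) in those labelled *Ehmt2 fl/fl*. Its mean was 14.5% ± 15.0 (SD, n = 2) for *Ehmt2* +/+ and 12.5% ± 1.40 (SD, n = 2) for *Ehmt2 fl/fl* (exact permutation test, p = 1), and without the section labelled *Ehmt2* +/+ replicate 1 the difference was 8.64 percentage points. Thinned to 500 UMIs, *Col1a1* shares were 2.98% and 2.28% against 7.88% and 6.39%. *Mmp14* (ENSMUSG00000000957; chromosome 14, 54431612 to 54445364, plus strand), a membrane metalloproteinase gene, was found in 2.57% (2.19% to 3.00%) and 0.496% (0.369% to 0.651%) of spots in the sections labelled *Ehmt2* +/+ and in 2.35% (2.02% to 2.71%) and 2.11% (1.81% to 2.44%) in those labelled *Ehmt2 fl/fl*, with means of 1.53% ± 1.47 (SD, n = 2) and 2.23% ± 0.168 (SD, n = 2) (exact permutation test, p = 1). At 500 UMIs per spot these shares were 0.179% and 0.286% against 1.35% and 1.12%, and without the section labelled *Ehmt2* +/+ replicate 2 the unthinned difference was −0.344 percentage points. Of the olfactory receptor genes, 41.5% had a share at or above that of *Mmp14* in the section labelled *Ehmt2* +/+ replicate 2, and 0%, 0.271% and 5.51% in the sections labelled *Ehmt2* +/+ replicate 1 and *Ehmt2 fl/fl* replicates 1 and 2. *Dclk1* (ENSMUSG00000027797; chromosome 3, 55242364 to 55539068, plus strand), a kinase gene of tuft cells, had shares of 1.41% (1.13% to 1.73%) and 0.924% (0.748% to 1.13%) in the sections labelled *Ehmt2* +/+ and 1.56% (1.29% to 1.86%) and 2.65% (2.32% to 3.02%) in those labelled *Ehmt2 fl/fl*. Its means were 1.17% ± 0.342 (SD, n = 2) and 2.10% ± 0.776 (SD, n = 2) (exact permutation test, p = 0.333), and at 500 UMIs per spot its shares were 0.145%, 0.499%, 0.911% and 1.47%. At 500 UMIs of genes other than digestive enzymes the *Dclk1* shares were 0.332%, 1.24%, 1.11% and 1.75% (exact permutation test, p = 0.667). A share as large as that of *Dclk1* was found for 0%, 1.81%, 5.32% and 1.08% of the olfactory receptor genes.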

Lastly, we evaluated SVGs that are hallmarks of epithelial-mesenchymal transition (EMT), given that this process is closely linked to pro-fibrotic signaling and activation of pancreatic stellate cells (Tian et al., 2016). 

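*Spp1* (ENSMUSG00000029304; chromosome 5, 104435118 to 104441050, plus strand), which encodes the secreted matrix protein osteopontin, had a UMI in 52.4% (51.2% to 53.7%) and 12.2% (11.6% to 12.9%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 49.9% (48.8% to 51.0%) and 39.4% (38.4% to 40.5%) in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The mean shares of 32.3% ± 28.4 (SD, n = 2) and 44.7% ± 7.40 (SD, n = 2) did not differ beyond the spread between replicates (exact permutation test, p = 1), and without the section labelled *Ehmt2* +/+ replicate 2 the difference was −7.75 percentage points. At one depth the sections parted by genotype, with 7.17% and 7.76% in those labelled *Ehmt2* +/+ and 35.5% and 26.3% in those labelled *Ehmt2 fl/fl* at 500 UMIs per spot (exact permutation test, p = 0.333). *Spp1* had 144 and 165 CPM in the sections labelled *Ehmt2* +/+ and 945 and 636 in those labelled *Ehmt2 fl/fl*, a log2 fold change of 0.34 with TMM normalization (standard error 1.19, adjusted p = 0.902 from edgeR's quasi-likelihood test) and 2.35 with library sizes alone.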

Focusing on the gene *Spp1*, we found 25.7% of spots positive for EMT-like SVG expression in *Ehmt2* ^*+/+*^ mice with acute pancreatitis, which notably increased to 45.7% in *Ehmt2^fl/fl^* pancreas (Figure 3B). As the macrophage marker showed the highest increase across the immune cells, we correspondingly found a clear increase of high expressing *Apoe* spots, suggesting a higher infiltrate and immune response when *Ehmt2* is inactivated (Figure 3C). Thus, the results from spatial transcriptomics fundamentally confirmed our findings in bulk RNA-seq that *Ehmt2* loss in the acinar cell triggers an increased immune infiltrate upon induction of acute pancreatitis.

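The paper gives no limit for a high expressing *Apoe* spot in its text, so spots were counted with a natural log of 1 plus *Apoe* UMIs per 10000 of at least 2, near the middle of the colour scale of Figure 3C. These made up 1.04% and 5.41% of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 38.1% and 11.1% in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The means were 3.22% ± 3.09 (SD, n = 2) for *Ehmt2* +/+ and 24.6% ± 19.1 (SD, n = 2) for *Ehmt2 fl/fl*, and both sections labelled *Ehmt2 fl/fl* lay above both labelled *Ehmt2* +/+ (exact permutation test, p = 0.333). A limit of 3 gave 0.0970%, 1.29%, 10.8% and 1.73% in the same order. A spot of few UMIs reaches these limits with fewer *Apoe* UMIs than a deep one, and the median depth of the section labelled *Ehmt2* +/+ replicate 1 was the highest of the 4.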

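Over all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 11 genes higher and 8 lower in the sections labelled *Ehmt2 fl/fl* than in those labelled *Ehmt2* +/+, of 20066 tested, and the unadjusted p was under 0.05 for 74 higher and 931 lower genes. In TMM-scaled counts both sections labelled *Ehmt2 fl/fl* lay above both labelled *Ehmt2* +/+ for 19.4% of genes and below both for 16.0%, where chance gives 16.7%. In CPM these shares were 91.1% and 0.767%, so a higher CPM in both sections labelled *Ehmt2 fl/fl* sets few genes apart. The calls depended on the setting, with 188 genes higher and 7 lower for library sizes alone, 3 higher and 0 lower for upper-quartile normalization, 7 higher and 394 lower for DESeq2, and 10 higher and 0 lower with the slide as a replicate block, a setting added after the results were seen. Of the 11 genes called higher, 10 lie on the Y chromosome. The 5 with the largest log2 fold changes, *Gm20815*, *Gm20825*, *Gm21693*, *Gm20795* and *Gm21118*, are members of multicopy Y-linked families that can share UMIs, and they had 0 to 3 UMIs in each section labelled *Ehmt2* +/+ against 79 to 2421 in those labelled *Ehmt2 fl/fl*. Their fitted log2 fold changes of 8.74 to 11.22 rest on counts at or near 0 in *Ehmt2* +/+ and are no bounds. Of the genes called lower, *Fam13a* had a log2 fold change of −5.16 (standard error 1.14, adjusted p = 0.00948 from edgeR), with 7.26 and 3.79 CPM in the sections labelled *Ehmt2* +/+ and 0.714 and 0.823 in those labelled *Ehmt2 fl/fl*. *Sel1l* fell from 59.6 and 24.3 to 9.28 and 7.76 CPM, a log2 fold change of −4.68 (standard error 1.10, adjusted p = 0.0245 from edgeR). *Unc5a* (−4.15), *Dusp26* (−4.06) and *Gnmt* (−3.93) followed, with adjusted p of 0.00370, 4.74e-04 and 0.00138 from edgeR. None of these 5 lower genes was called with library sizes alone, upper-quartile normalization, the mean over spots or the slide as a replicate block. Lists of marker genes were tested as sets with camera of limma at a preset correlation of 0.01, and the p-values were adjusted over the 13 lists tested. Neutrophil (adjusted p = 0.00121), lymphoid tissue (adjusted p = 0.00302) and fat genes (adjusted p = 0.0147) were called higher in *Ehmt2 fl/fl*, and macrophage genes were higher without a call (adjusted p = 0.0843). Acinar (adjusted p = 1.30e-11) and islet genes (adjusted p = 0.0176) were called lower, and ductal (adjusted p = 0.162), blood (adjusted p = 0.265) and fibroblast genes (adjusted p = 0.786) were lower without a call. Olfactory receptor genes, at a median log2 fold change of 0.80, were called higher as well (adjusted p = 8.67e-17), so this test also calls background counts. None of these calls held under limma's fry, which estimates the correlation from the sections, with an adjusted p of 0.566 for neutrophil, lymphoid tissue, fat, macrophage, acinar and ductal genes, 0.702 for islet, 0.710 for blood, 0.939 for fibroblast and 0.608 for olfactory receptor genes. From larger shares of spots with immune markers and more spots of high *Apoe* in *Ehmt2 fl/fl*, the paper proposes a higher infiltrate, and concludes with its bulk RNA-seq that loss of *Ehmt2* in the acinar cell increases the immune infiltrate when acute pancreatitis is induced.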

**FIGURE 3:**
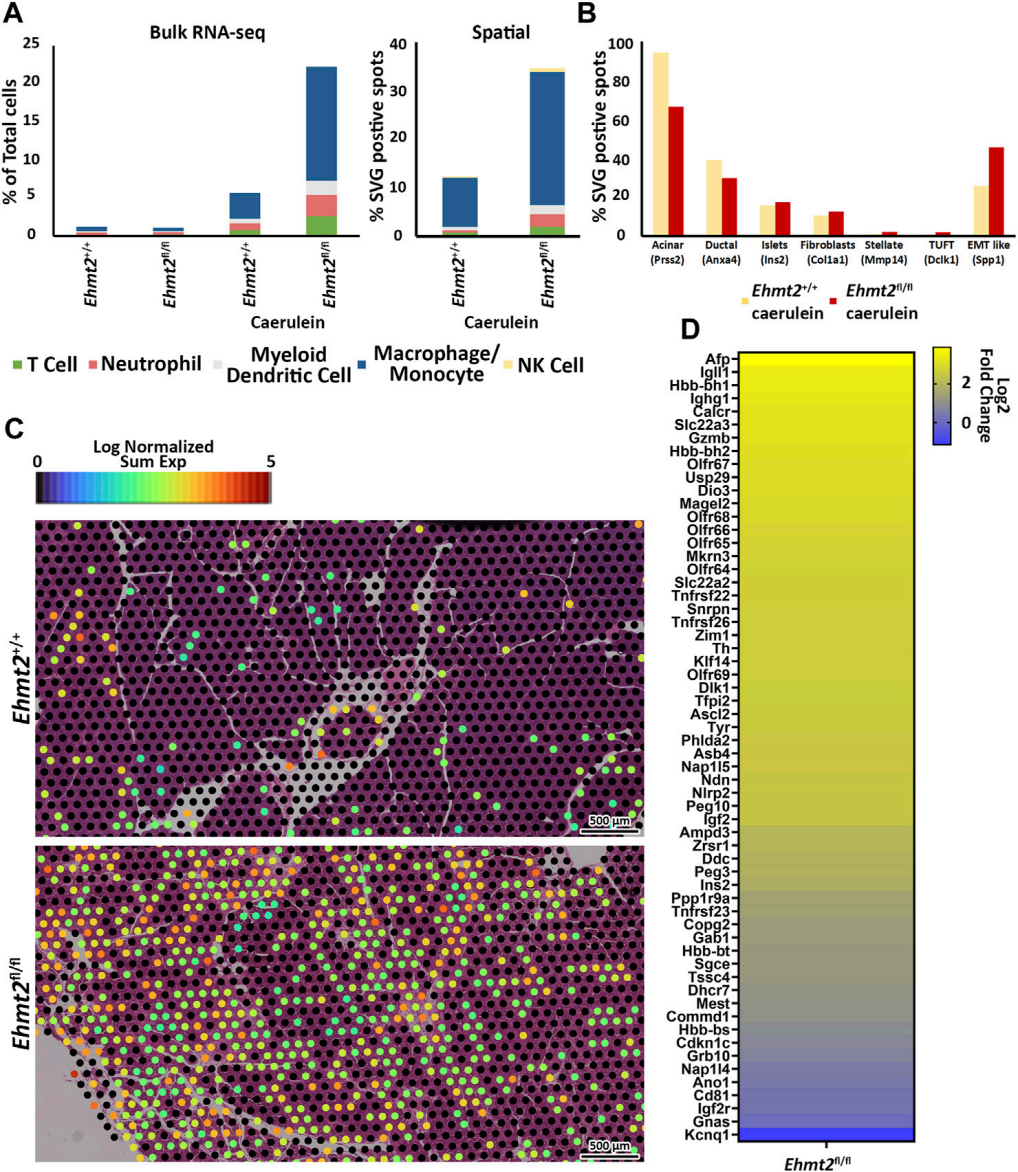
*Ehmt2* deficiency promotes immune cell infiltration in injured pancreatic tissue. **(A)** MCPcounter deconvolution analysis predicts immune cell composition in the total cell population using Bulk RNA-seq data from *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals, in the absence or presence of caerulein treatment. Manual spatial deconvolution is conducted using spots positive for SVGs and stringent immune cell markers in pancreas samples from caerulein-treated *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals. **(B)** Bar graph shows pancreas cell deconvolution utilizing spots positive for SVGs of markers as indicated for a subset of pancreatic cells in pancreas tissue from caerulein-treated *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals. **(C)** Visualization of macrophage SVG-positive spots is overlayed on caerulein-treated *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ pancreas samples. **(D)** Heatmap displays log2 fold change for 60 genes found regulated by locus control regions and imprinted control regions.

Subsequently, we compiled a well-categorized list of genes known to be regulated by chromatin structure and nuclear organization, including several LCR and Imprinted Control Region (ICR) genes and evaluated the log2 FC by spatial transcriptomic analysis, comparing *Ehmt2^fl/fl^* to *Ehmt2* ^*+/+*^ mice (Supplementary Table S3) (Moon and Ley, 1990; May and Enver, 1995; Terajima et al., 1995; Johnson et al., 1999; Yui et al., 2001; Li et al., 2002; Kajiyama et al., 2006; Yang and Corces, 2011; Thakur et al., 2016). This analysis revealed significant dysregulation of 60 LCR/ICR-controlled genes, specifically for LCRs such as *Afp*, *Gzmb*, and *Hbb*, and several imprinted genes in *Ehmt2^fl/fl^* mice. 

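The counts of the 60 genes that Table S3 gives a log2 fold change were summed per section, and none was called higher in the sections labelled *Ehmt2 fl/fl* (0 at an unadjusted p under 0.05 and 0 adjusted over the list alone, edgeR's quasi-likelihood test). One gene, *Kcnq1*, was called lower when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The median log2 fold change of the 60 genes was 0.45, with 38 higher and 22 lower, against 0.25 for all genes and 0.80 for olfactory receptor genes. When scaled by library sizes alone, 59 were higher and 1 lower, at a median of 1.69 where all genes moved by 1.64, and the tally was the same as the mean over spots and with pooled counts. Table S3 lists 106 genes, and the 60 with a log2 fold change have it from these same sections. The list is therefore not independent of the counts tested here. Among 10000 random lists of 60 genes matched on mean expression, the TMM median of 0.45 stood at percentile 66.9 (adjusted p = 0.425 with camera and adjusted p = 0.566 with fry of limma). The median was 2.90 when the counts of both sections of a genotype were pooled, and 0.05 without the section labelled *Ehmt2* +/+ replicate 1. The median listed gene had 1.05 and 8.39 CPM in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 14.9 and 18.2 in those labelled *Ehmt2 fl/fl* replicates 1 and 2, beside 0.251, 5.52, 8.43 and 12.9 for the median olfactory receptor gene. Of the 60 genes, 34, 22, 22 and 23 lay above the middle 95% of the olfactory receptor genes in the 4 sections in that order. *Afp* (ENSMUSG00000054932; chromosome 5, 90490737 to 90508907, plus strand) had 0.274, 5.52, 19.9 and 19.4 CPM, a log2 fold change of 1.69 (standard error 1.03, adjusted p = 0.872), between 0.93 and 3.27 with each section left out in turn, and 41.6%, 49.4%, 1.94% and 10.8% of olfactory receptor genes had as many or more. *Gzmb* (ENSMUSG00000015437; chromosome 14, 56258838 to 56262260, minus strand) had 0.183, 6.90, 11.7 and 16.7 CPM, a log2 fold change of 0.98 (standard error 1.13, adjusted p = 0.872), and 71.7%, 27.4%, 23.3% and 22.2% of olfactory receptor genes had as many or more. The β-globin genes, paralogs on chromosome 7 whose UMIs can be shared, gave log2 fold changes of 1.02 for *Hbb-bh1*, 0.95 for *Hbb-bh2*, −0.62 for *Hbb-bt* and −1.02 for *Hbb-bs*, and *Hbb-y* had 0 UMIs in all 4 sections, which allows up to 0.0685, 0.345, 0.429 and 0.353 CPM only if the probe set holds a working probe for it. With library sizes alone *Hbb-bt* and *Hbb-bs* changed direction, to 1.47 and 1.37. The olfactory receptor genes listed beside the β-globin locus had log2 fold changes from 0.56 for *Olfr69* to 0.99 for *Olfr67*, with *Olfr68* at 0.89, *Olfr66* at 0.85, *Olfr65* at 0.73 and *Olfr64* at 0.66. *Usp29* (0.77) and *Tfpi2* (0.84) also lay within the middle of that family.

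**Figure D3:**
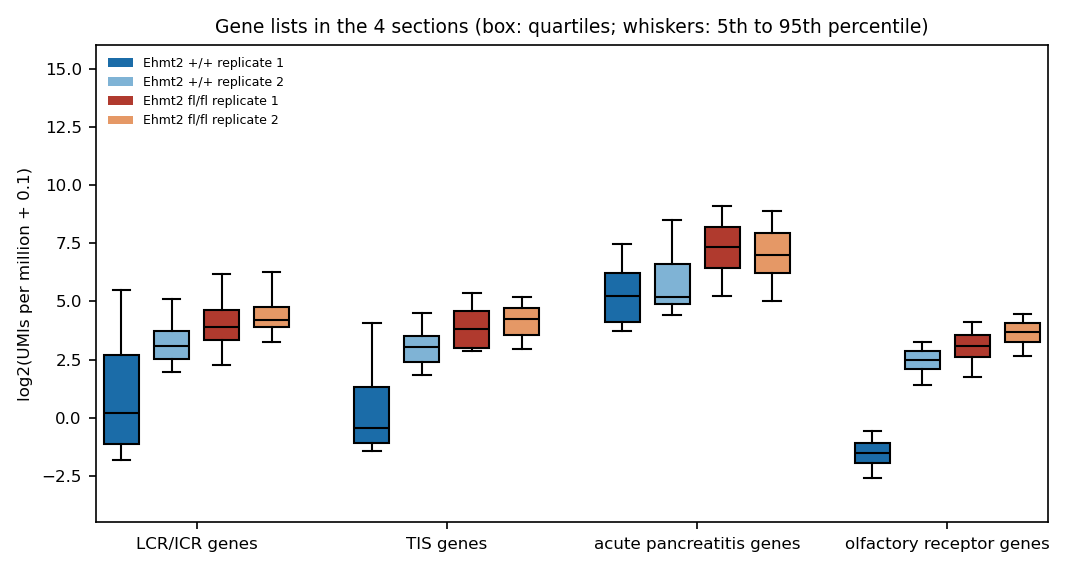
Box plots of log2(CPM + 0.1) over the 60 LCR/ICR genes, the 15 TIS genes, the 17 acute pancreatitis genes and the olfactory receptor genes in each of the 4 sections, named as labelled; boxes show quartiles and whiskers the 5th to 95th percentile. The median LCR/ICR gene moves from 1.05 CPM in *Ehmt2* +/+ replicate 1 to 8.39, 14.9 and 18.2 in the other 3 sections, and the median olfactory receptor gene from 0.251 to 5.52, 8.43 and 12.9.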

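On chromosome 7 of GRCm38, *H19* (142575529 to 142578143, minus strand), *Igf2* (142650766 to 142666816, minus strand) and *Ins2* (142678656 to 142743381, minus strand) lie in the ICR1 region, and *Cd81* (143052739 to 143067934, plus strand), *Kcnq1* (143106362 to 143427042, plus strand) and *Cdkn1c* (143458339 to 143461050, minus strand) in the ICR2 region. The counts are per gene and carry no allele information. *H19* had 0 UMIs in all 4 sections, which allows up to 0.0685 and 0.345 CPM in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 0.429 and 0.353 in those labelled *Ehmt2 fl/fl* replicates 1 and 2. These limits hold only if the probe set holds a working probe for *H19*, which was not analysed here. *Igf2* had 0.708, 5.29, 8.71 and 10.4 CPM in the same order, a log2 fold change of 0.37 (standard error 1.25, adjusted p = 0.901 from edgeR's quasi-likelihood test) that was −0.05 without the section labelled *Ehmt2* +/+ replicate 1, and 1.76%, 51.4%, 47.8% and 69.2% of olfactory receptor genes had as many or more. *Ins2* had 538 and 423 against 3975 and 451 CPM, a log2 fold change of 0.14 (standard error 1.39, adjusted p = 0.967) that ranged from −2.45 to 1.60 with each section left out in turn. *Cd81* had 117 and 96.0 CPM in the sections labelled *Ehmt2* +/+ and 184 and 169 in those labelled *Ehmt2 fl/fl*, with log2 fold changes of −1.44 with TMM normalization (standard error 1.10, adjusted p = 0.872) and 0.73 with library sizes alone. *Kcnq1* had 36.4 and 14.3 against 13.7 and 13.5 CPM, a log2 fold change of −3.31 (standard error 0.95, adjusted p = 0.190), and stayed lower in every fit that left out one section, from −4.30 to −0.96. *Cdkn1c* had 10.0 and 34.6 against 27.4 and 36.8 CPM, so that one section of each genotype overlapped the other, and its log2 fold change of −1.06 (standard error 0.79, adjusted p = 0.872) was 0.53 with library sizes alone. From higher log2 fold changes of maternal and paternal genes of this region, *Cd81* and *Kcnq1* excepted, the paper proposes a disruption of chromatin structure and nuclear organization.

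**Figure D4:**
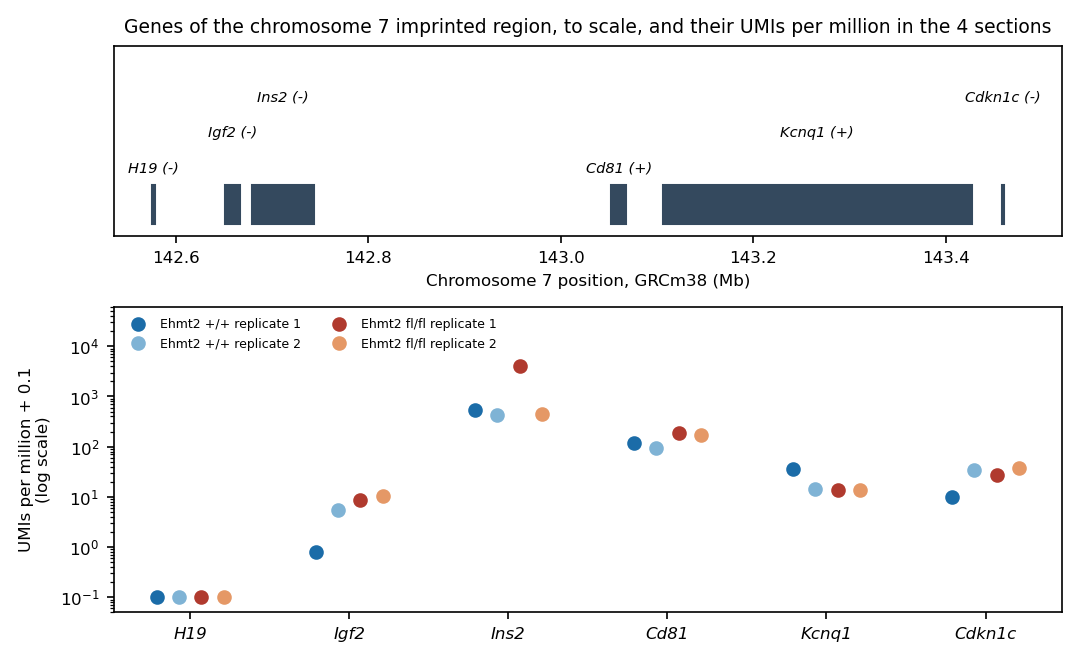
Top, positions of *H19*, *Igf2*, *Ins2*, *Cd81*, *Kcnq1* and *Cdkn1c* on chromosome 7 of GRCm38 in Mb, to scale and with strand; bottom, CPM + 0.1 of each gene on a log scale in the 4 sections, named as labelled. *H19* lies at 0 UMIs in every section, and *Kcnq1* is highest in the section labelled *Ehmt2* +/+ replicate 1 at 36.4 CPM.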

Notably, the well-studied Chr7 ICR1 and ICR2, known to control allelic expression of several genes in that region such as *Kcnq1, Cdkn1c, H19,* and *Igf2*, exhibited complete loss of preferential allelic expression, with both maternal and paternal genes showing derepression, except for *Cd81* and *Kcnq1*, suggesting disruption of chromatin structure and nuclear organization (Figure 3D). This looping mechanism plays a crucial role in controlling gene expression by altering active and inactive compartments of topologically associating domains in 3D. These collective findings suggest that Ehmt2 helps preserve the epithelial characteristics of acinar and ductal cells in response to pancreatic injury, particularly during instances such as acute pancreatitis. This involvement is underscored by its role in gene repression and the regulation of 3D nuclear localization, emphasizing the multifaceted mechanisms through which Ehmt2 contributes to the maintenance of cellular identity in the context of physiopathological stimuli.

### 3.3 Ehmt2-mediated pathways during pancreas inflammation are model-independent

To confirm the enhanced tissue damage response during acute pancreatitis observed with loss of *Ehmt2*, we performed a pairwise analysis of the pancreatitis transcriptional landscape of the *Ehmt2* knockout generated either with the *Pdx1-Cre* (*Pdx1-Ehmt2* ^*fl/fl*^) or *P48* ^*Cre/+*^ (*P48-Ehmt2* ^*fl/fl*^) -driven models. This analysis aimed to identify genes involved in the injury response during acute pancreatitis that are transcriptionally regulated by Ehmt2, independent of the model used. PCA demonstrated that animals with intact *Ehmt2* clustered together during the acute pancreatitis treatment regardless of the model, *Pdx1* or *P48* ^*Cre/+*^, and separated from their *Ehmt2* ^*fl/fl*^ counterparts (Figure 4A). Analysis of both models together revealed 775 DEGs with the *P48-Ehmt2* ^*fl/fl*^ and 954 DEGs with the *Pdx1-Ehmt2* ^*fl/fl*^ model compared to their *Ehmt2* ^*+/+*^ counterparts (Figures 4B, C). Across DEGs, 486 genes were shared among *Ehmt2* ^*fl/fl*^ mice with acute pancreatitis, regardless of the Cre-driver used (Figures 4B, C; Supplementary Table S4). Specifically, we found 650 upregulated DEGs in the *Pdx1-Ehmt2* ^*fl/fl*^ and 518 with the *P48-Ehmt2* ^*fl/fl*^, of which 347 DEGs were the same between the two models (Figure 4B). For downregulated DEGs, there were 139 DEGs in common between both models from the 304 downregulated DEGs in *Pdx1-Ehmt2* ^*fl/fl*^ and 257 in the *P48-Ehmt2* ^*fl/fl*^ tissues (Figure 4C). The reproducibility and distinct separation between acute pancreatitis-induced animals with *Ehmt2* intact and those with *Ehmt2* loss, regardless of the Cre model, present in the PCA (Figure 4A) are also evident in the heatmap (Figure 4D). Ontological analysis of DEGs revealed significant enrichment of distinct functional groups, including inflammatory response and immune signaling, cell signaling and proliferation, as well as metabolism and hormonal regulation. For instance, upregulated DEGs in both the *Pdx1-Ehmt2^fl/fl^* and *P48-Ehmt2^fl/fl^* acute pancreatitis groups, that were classified within the inflammatory response and immune signaling functional group, were enriched in pathways such as TNFα signaling via NF-kB, interferon gamma response, allograft rejection, IL-6/JAK/STAT3, and IL-2/STAT5 signaling. For the cell signaling and proliferation functional group, we found enrichment in KRAS signaling up, EMT, angiogenesis, the p53 pathway, and apoptosis, cholesterol homeostasis, xenobiotic metabolism, estrogen response late, and estrogen response early were enriched under metabolism and hormonal regulation DEGs for the *Pdx1-Ehmt2^fl/fl^* mice. Similar enrichment was observed for upregulated DEGs in *P48-Ehmt2^fl/fl^* mice. Conversely, downregulated DEGs in the *Pdx1-Ehmt2^fl/fl^* and *P48-Ehmt2^fl/fl^* acute pancreatitis models were only significantly enriched for networks that signal KRAS down (Figure 4E). Moreover, we performed MCP Counter deconvolution to evaluate the immune cell infiltrate of the *P48-Ehmt2^+/+^* and *P48-Ehmt2^fl/fl^* animals with acute pancreatitis (Supplementary Figure S3A), finding similar changes with *Ehmt2* knockout as the *Pdx1-Cre* acute pancreatitis model (Figure 3A), namely, an increase in markers for macrophages, T-cells, and neutrophils. To further investigate the role of Ehmt2 in regulating key transcriptomic responses in pancreatitis, we concentrated on the 486 DEGs consistent across both models. We considered these DEGs as core genes regulated by Ehmt2 and used ChIP-Atlas, a comprehensive data-mining suite for exploring epigenomic landscapes, to access publicly available datasets (Zou et al., 2022). From this resource, we identified 15,851 target genes associated with Ehmt2 in both human and mouse genomes. Notably, 266 of the 486 DEGs (55%) have been recognized as *bona fide* targets of Ehmt2 (Supplementary Table S5). Moreover, pathway enrichment analysis of this subset of 266 confirmed Ehmt2 targets closely mirrors the significant enrichment observed in the core genes regulated by Ehmt2, including pathways involved in cell signaling and proliferation, EMT, and inflammation (Supplementary Figure S3B). Thus, whether *Ehmt2* is deleted from the pancreas using either the *Pdx1-Cre* or *P48* ^*Cre/+*^ model, the modified transcriptional impact of acute pancreatitis compared to their counterparts with *Ehmt2* intact are similar, highlighting that Ehmt2 participates primarily in preventing an enhanced injury-inflammatory repair response in this organ.

**FIGURE 4:**
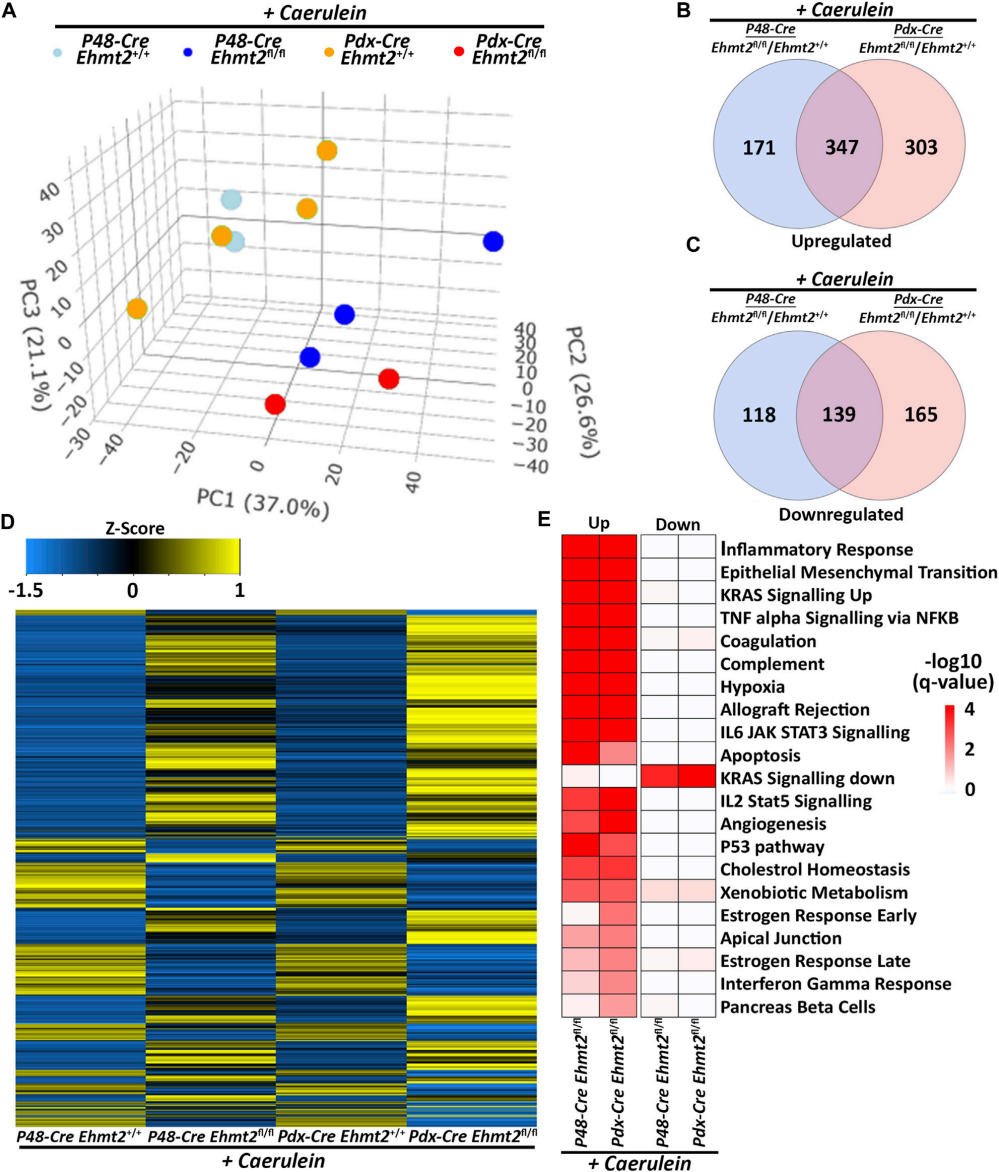
Ehmt2-mediated transcriptional regulation during acute pancreatitis is model independent. **(A)** PCA based on DEGs from RNA-seq conducted on pancreas tissue from adult *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ mice with acute pancreatitis for both *Pdx1-Cre* and *P48-Cre* driven models is shown. Venn diagram illustrates the overlap in significant DEGs between pancreatitis-induced *Pdx1-Cre* and *P48-Cre* models with *Ehmt2* inactivation compared to their *Ehmt2* ^*+/+*^ counterparts for **(B)** upregulated and **(C)** downregulated genes. **(D)** Heatmap displays the average expression of DEGs that were significant in at least one condition for *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals treated with caerulein in both *Pdx1-Cre* and *P48-Cre* models. **(E)** MSigDB Hallmarks pathway enrichment analysis is shown for significant DEGs between caerulein-treated *Pdx1-Cre* and *P48-Cre* models in both *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ animals for both upregulated and downregulated genes.

Lastly, we performed further analysis using NLP and semantic-based algorithms on DEGs identified by the *Pdx1* and *P48* models to determine shared pathways, which included signal transduction and immune defense (Table 4). We found enrichment in cell adhesion and extracellular matrix (ECM) genes, indicating changes in ECM organization, tissue remodeling processes, and immune cell trafficking within the pancreas during pancreatitis. Moreover, *Ehmt2* ^*fl/fl*^ animals upregulated several enzymes, transporters, and channels, which likely reflects the increased metabolic needs (Table 4). Additionally, we noted that derepression of *Il1b* and its known receptor *Il1r1*, as well as increased expression of upstream regulators involved in the NF-κB immune-mediated response were present in both the *Pdx1* and *P48* models. Analysis of enriched cis-regulatory elements within promoter regions of these DEGs revealed associations with universal stripe factors such as ZFP281, PATZ1, SP, and KLF5 among others (Zhao et al., 2022). This suggests that Ehmt2 may play a role in the crosstalk mechanism between these universal stripe factors, facilitating chromatin accessibility (Table 5). Thus, the response to inflammation that we describe here for loss of Ehmt2 in the pancreas epithelial cell is primarily not mediated by tissue enriched Stripe Factors but rather general Stripe factors that drive responses in many organs, suggesting that these processes may have broader relevance.

**TABLE 4:** Integrative analysis by biological modeling of model-independent DEGs to determine shared Ehmt2-dependent pathways.

Functional groups	Number of genes	Gene list
Signal transduction networks	91	Abi3bp; Ahr; Apobr; Arrb2; C1qb; ***Cd14***; Cd300c2; Cdc42bpb; ***Cxcl2***; Dusp10; Dusp26; Dusp6; Fcer1g; Fcgr1; Fcgr2b; Fcgr3; Fcgr4; Fmo1; Fmo4; Fpr2; ***Gadd45a***; Gbp2b; Grk5; Htr5a; Igsf9b; Il17a; Il17f; ***Il1b***; ***Il1r1***; Il1r2; Il1rap; Il1rn; Il33; Il6; Msn; Notch2; P2ry14; P2ry6; Rab7b; Rhoa; Rhoj; Rhou; Siglece; Slc7a14; Spp1; ***Tlr4***; Tnf; ***Tnfrsf11a***; Tnfrsf1b; Tnfrsf21; ***Tnfsf14***; Vav1; Vav3; Vsir; Wnt7b; Xirp2; Zeb2; Actg1; Camk2b; Ccnd1; Cd44; Cdkn1a; Ctsl; Ezr; Fas; Flna; Fn1; Fzd1; Fzd3; Hbegf; Hif1a; Itga2; Itga5; Itgav; Itgb5; Lum; Mapk13; Mmp2; Mmp9; Msn; Pdcd4; Pik3r3; Plaur; Tgfb2; Thbs1; Timp3; Tlr4; Vav1; Vav3; Wnt4; Wnt7b
Extracelullar matrix/Cell adhesion	41	Adam12; Adam23; Adam8; Adipoq; Agrn; Bgn; Cd44; Cdh17; Cdh6; Col18a1; Fbln2; Fn1; Lgals12; Lum; Mfap5; Msr1; Plaur; Sema6b; Thbs1; Timp1; Tnc; Cd97; Cd99; Cldn10; Cldn18; Cldn2; Cldn23; Cldn4; Cldn5; Cldn6; Cldn8; Cntrl; Ctnnb1; Gjb1; Gjb4; Kirrel; Kirrel3; Ncstn; Nr0b2; Syne4; Vsig2
Enzymes involved in metabolism	26	Amy2a4; Amy2b; Aldh1l1; Akr1cl; Apoc2; Aqp12; B4galt6; Car11; C2cd2; Cfd; Cthrc1; Cyp1b1; Cyp2b10; Cyp2d10; Cyp2j5; Ddhd2; Gck; Hsd17b13; Hmgcs1; Oas1g; Pgam2; Pnlip; Pnliprp1; Pnliprp2; Pygl; Ttc9
Transporters and channels	31	Abcb9; Apobec1; C2cd4a; C8a; Cftr; Clca3a2; Cyb5a; Cyth4; Fxyd3; Kcna3; Kcnd2; Kcnj12; Kcnj4; Kcnq1; Kcnq1ot1; Kcnv1; Kif21a; Klb; Pcsk5; Slc12a8; Slc15a3; Slc16a3; Slc25a29; Slc25a35; Slc26a1; Slc38a3; Slc41a1; Slc7a7; Slc7a14; Slco2a1; Sult4a1
Endogenous transcription factor pathway	29	Ahr; Bhlha15; Brsk2; Creb3l1; Creb3l2; Fos; Fosl1; Fosl2; Foxa3; Foxp2; Gfi1; Gtf2ird1; Hif1a; Jun; Kdm5d; Lbh; Myod1; Nrros; Pbx3; Ppargc1b; Rbpj; Tbxas1; Tc2n; Tead2; Tead4; Tgif1; Zfp36; Zfp36l2; Zfp706

**TABLE 5:** Transcriptional factor enrichment of DEGs by Ehmt2 during acute pancreatitis.

Enriched motif in promoter	TF	TF family	P val	FDR
GGGGTGGGGGAGGGG	Zfp281	C2H2 ZF	1.3E-07	8.0E-05
GGGGGTGG	Zfp281	C2H2 ZF	1.9E-07	8.0E-05
GGGGGGGGGCC	Patz1	C2H2 ZF	1.1E-06	3.0E-04
GGGGGG	Zfp740	C2H2 ZF	4.7E-06	9.9E-04
GTGGGGGGG	Zfp740	C2H2 ZF	1.5E-05	2.2E-03
GGGGGGG	Zfp740	C2H2 ZF	1.6E-05	2.2E-03
GGGCGGGGC	Klf5	C2H2 ZF	4.4E-05	4.6E-03
GGGGGCGGGGC	Sp2	C2H2 ZF	4.4E-05	4.6E-03
GGGGGCGG	Sp4	C2H2 ZF	1.4E-04	1.3E-02
CGTGGGCG	Egr1	C2H2 ZF	4.3E-04	3.6E-02
GGGCG	Klf8	C2H2 ZF	4.8E-04	3.7E-02
GGGTGGGGC	Klf4	C2H2 ZF	6.3E-04	4.4E-02
GGGGGCGG	Sp1	C2H2 ZF	8.1E-04	5.2E-02
GGGGGGT	Zic5	C2H2 ZF	9.1E-04	5.4E-02
GGGTTCGAGGGT	Zfp524	C2H2 ZF	1.2E-03	6.3E-02
ATGCGGG	Gcm1	GCM	1.4E-03	6.3E-02
GGGCGTG	Klf12	C2H2 ZF	1.5E-03	6.3E-02
GGGGGC	Zbtb7b	C2H2 ZF	1.5E-03	6.3E-02
CAGGTGAG	Zeb1	C2H2 ZF,Homeodomain	1.5E-03	6.3E-02
GGGCGTG	Klf7	C2H2 ZF	1.6E-03	6.3E-02
GGGGTGGTGG	Dnajc21	C2H2 ZF	1.6E-03	6.3E-02
GGGG	Zfp202	C2H2 ZF	1.7E-03	6.3E-02
GGG​GGG​GGG​TGG​TTT​GGG​G	Rreb1	C2H2 ZF	1.9E-03	7.1E-02
GGGGAT	Mzf1	C2H2 ZF	2.2E-03	7.6E-02
GGGTGGGGC	Klf4	C2H2 ZF	2.6E-03	8.5E-02
TGGGCA	Hic2	C2H2 ZF	2.6E-03	8.5E-02
GGGGGCGG	Sp4	C2H2 ZF	3.4E-03	1.0E-01
CGTGGGCG	Egr3	C2H2 ZF	3.4E-03	1.0E-01
GGGGAT	Mzf1	C2H2 ZF	3.8E-03	1.1E-01
TGGGTGTGGC	Klf1	C2H2 ZF	5.2E-03	1.4E-01

### 3.4 Morphological and biochemical assessment confirms the impact of *Ehmt2* inactivation on pancreas inflammation in both the *Pdx1*-and *P48*-driven models

Acute pancreatitis in humans is linked to both local and systemic complications. Systemic complications typically present as organ failure, observed in about 20% of cases (Garg and Singh, 2019). Thus, biochemical investigation was performed on serum from both *Pdx1-Cre* and *P48* ^*Cre/+*^ caerulein-treated mice with or without *Ehmt2* to evaluate liver and kidney function. We found significantly decreased levels of albumin, total protein, blood urea nitrogen (BUN) and alkaline phosphatase (ALP) levels in *Ehmt2* ^*fl/fl*^ animals compared to *Ehmt2* ^*+/+*^ mice (Figure 5A). The decrease in circulating albumin, coupled with heightened inflammation in *Ehmt2* ^*fl/fl*^ mice, suggests a potential increase in capillary permeability and the efflux of circulating albumin into interstitial spaces (Soeters et al., 2019), which is seen in cases of acute pancreatitis (Xu et al., 2023). The reduction in albumin, along with diminished total protein levels in *Ehmt2* ^*fl/fl*^ serum implies a potential impairment in liver and/or kidney function, frequently observed during acute pancreatitis episodes in humans (Li et al., 2017; Ocskay et al., 2021). Furthermore, decreased ALP levels in *Ehmt2* ^*fl/fl*^ serum may directly result from compromised liver function (Iluz-Freundlich et al., 2021). The alterations in serum constituents suggest that *Ehmt2* deficiency exacerbates inflammation under conditions of acute pancreatitis which can lead to multiple organ dysfunction and failure (Garg and Singh, 2019). Additionally, we found that the pancreas to body weight ratios increased when *Ehmt2* was inactivated during acute pancreatitis, likely resulting from a swollen and enlarged pancreas (Figure 5B). Indeed, histopathological examination of pancreatic tissue after induction of acute pancreatitis revealed that loss of *Ehmt2* from the pancreatic epithelium was characterized by an intensified reaction to caerulein administration with several notable histopathological changes compared to their *Ehmt2* ^*+/+*^ counterparts (Figure 5C). First, we detected a pronounced increase in inflammatory infiltrates, comprising a higher density of neutrophils, macrophages, and lymphocytes within the pancreatic parenchyma and interstitial spaces (Figure 5D). Additionally, we found more extensive edema with interlobular and intralobular spaces displaying marked expansion due to enhanced vascular permeability. Heightened vascular fragility and leakage were also evidenced by hemorrhagic areas in tissue from the *Ehmt2* ^*fl/fl*^ animals. Furthermore, acinar cells in *Ehmt2* ^*fl/fl*^ exhibited severe damage, with widespread cellular vacuolization, loss of cytoplasmic granularity, and cellular disintegration, leading to disrupted tissue architecture (Figure 5D). In contrast, acinar cells in *Ehmt2* ^*+/+*^ animals maintained a more intact structure even with the caerulein-induced inflammatory insult. The fibrosis was also notably heightened in *Ehmt2* ^*fl/fl*^ animals. Subsequently, we assessed whether this exacerbated response to acute pancreatitis in *Ehmt2* ^*fl/fl*^ animals was associated with acinar cell death. We found increased immunohistochemical staining for cleaved caspase three and TUNEL-positive cells, indicating increased apoptosis within the pancreatic tissue of *Ehmt2* ^*fl/fl*^ mice (Figures 5E, F). In summary, loss of *Ehmt2* in the pancreatic epithelium results in an augmented response to acute pancreatitis characterized by higher inflammatory cell infiltration, edema, acinar cell damage and death, as well as augmented necrosis.

**FIGURE 5:**
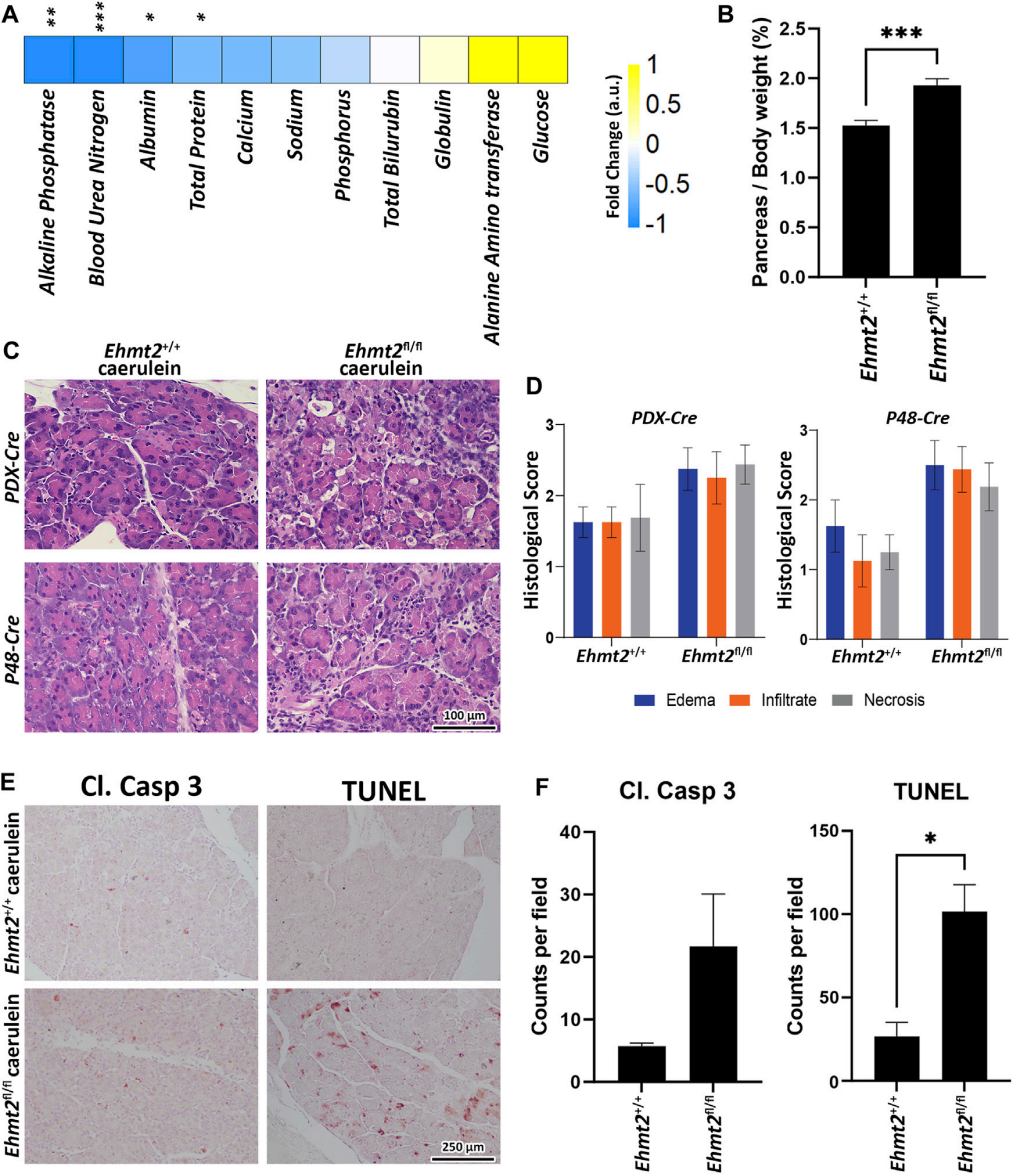
Ehmt2 deficiency in the pancreas epithelium increases tissue damage and deterioration in acute pancreatitis. **(A)** Heatmap shows the various circulatory markers in plasma of mice with acute pancreatitis. The difference in change between *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ groups have been depicted where +1 shows highest and −1 shows lowest difference in change. **(B)** Graph shows increased pancreas-to-body weight ratios after *Ehmt2* inactivation compared to control *Ehmt2* ^*+/+*^ animals in caerulein-induced acute pancreatitis. **(C)** Representative histology of caerulein-induced pancreatitis from *Pdx1-Cre* and *P48-Cre Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ pancreas tissue is shown by hematoxylin-eosin-staining. Scale bar, 100 μm. **(D)** Pancreatitis histological scores for edema, infiltrate, and necrosis were assessed from four random fields (×20 objective) per slide, each containing at least 1,000 cells per field. Scores, expressed as mean ± SD scores, were calculated for each individual parameter. **(E)** Representative images are shown for immunohistochemical staining for cleaved Caspase three and TUNEL in pancreas tissue from *Pdx1-Cre* and *P48-Cre Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ mice with caerulein-induced pancreatitis. **(F)** Bar graph depicts quantification for cleaved Caspase three and TUNEL assay reveals increased apoptosis in *Ehmt2* ^*fl/fl*^ compared to control *Ehmt2* ^*+/+*^ animals in caerulein induced pancreatitis. Plasma Samples; *n* = 6. Pancreas/Body weight samples; *n* = 3. Caspase/TUNEL assay; *n* = 6. (*, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; *t*-test).

To validate the aggravated inflammatory response in *Ehmt2* ^*fl/fl*^ animals in comparison to the *Ehmt2* ^*+/+*^, we analyzed our spatial transcriptomics using a gene profile for the tumor inflammation signature (TIS) (Danaher et al., 2018; Loh et al., 2023). 

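The TIS score, the mean over spots of the natural log of 1 plus the summed UMIs of the 15 TIS genes of Table 6 per 10000 UMIs, was 0.455 and 0.343 in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 0.599 and 0.654 in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The paper's text does not name the log base of its sum, and the natural log is the default of Seurat's log normalization. The means were 0.399 ± 0.0795 (SD, n = 2) and 0.626 ± 0.0391 (SD, n = 2), a difference larger than the spread between replicates (exact permutation test, p = 0.333). A score of log2(1 + UMIs) without scaling to depth moved the difference most, from 0.227 to −0.0612. Computed per 10000 UMIs of genes other than digestive enzymes, the score was 0.783 and 0.427 in the sections labelled *Ehmt2* +/+ and 0.648 and 0.704 in those labelled *Ehmt2 fl/fl* (exact permutation test, p = 1). As a mean of logs over spots, the score on either scale also depends on the depth of a spot. The median TIS gene had 0.639 CPM in the deepest section, *Ehmt2* +/+ replicate 1, against 8.05 in replicate 2, yet replicate 1 had the higher score.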

TIS expression in *Ehmt2* ^*+/+*^ was an average of 0.39, which increased to 0.65 in *Ehmt2* ^*fl/fl*^ pancreas tissues (Figure 6A). 

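A UMI of at least 1 of the 15 TIS genes was found in 43.1% (41.9% to 44.3%) and 13.0% (12.4% to 13.7%) of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 23.3% (22.4% to 24.3%) and 26.4% (25.5% to 27.4%) in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The means were 28.1% ± 21.3 (SD, n = 2) and 24.9% ± 2.17 (SD, n = 2), a difference within the spread of *Ehmt2* +/+ (exact permutation test, p = 1). At 500 UMIs per spot the shares were 4.78% and 8.29% in the sections labelled *Ehmt2* +/+ and 13.8% and 15.1% in those labelled *Ehmt2 fl/fl*, and at 2000 UMIs they were 17.1%, 20.3%, 48.4% and 41.4% (exact permutation test at each depth, p = 0.333). Leaving out the section labelled *Ehmt2* +/+ replicate 1 gave an unthinned difference of 11.8 percentage points in place of −3.19.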

Overall, using a t-SNE plot, we found that 50.8% of SVG spots were TIS significant spots in the *Ehmt2* ^*fl/fl*^ tissues, and 45.3% were TIS significant in the *Ehmt2* ^*+/+*^ pancreas, of which most spots showed higher expression upon *Ehmt2* knockout (Figure 6B). We found that all genes from the TIS were statistically significant between the *Ehmt2* ^*fl/fl*^ pancreas compared to the *Ehmt2* ^*+/+*^ controls during acute pancreatitis, with a range from 0.34 for *Psmb10* as the least log2 FC to 3.48 for *Tigit* with the most significant change (Table 6). Moreover, the TIS-related SVGs were substantially increased in density when visualized overlaying the pancreas tissue for the *Ehmt2* ^*fl/fl*^ when compared to the *Ehmt2* ^*+/+*^ (Figure 6C). 

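Of the 15 TIS genes, none was called higher or lower in the sections labelled *Ehmt2 fl/fl*, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 higher and 1 lower (edgeR's quasi-likelihood test). Their median log2 fold change was 0.62, with 11 genes higher and 4 lower, against 0.25 over all genes and 0.80 over olfactory receptor genes. With library sizes alone all 15 were higher, at a median of 1.91 where all genes moved by 1.64. *Psmb10* (ENSMUSG00000031897; chromosome 8, 105935735 to 105938444, minus strand), an immunoproteasome subunit gene, had 55.4 and 49.4 CPM in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 71.7 and 63.4 in those labelled *Ehmt2 fl/fl* replicates 1 and 2, a log2 fold change of −1.77 (standard error 1.00, adjusted p = 0.872) that was 0.37 with library sizes alone. *Tigit* (ENSMUSG00000071552; chromosome 16, 43648867 to 43664146, minus strand), an inhibitory receptor gene of T and NK cells, had 12 and 30 UMIs in the sections labelled *Ehmt2* +/+ and 53 and 90 in those labelled *Ehmt2 fl/fl*, or 0.274, 3.45, 7.57 and 10.6 CPM. Its log2 fold change was 1.10 (standard error 1.40, adjusted p = 0.872) and stayed between 0.49 and 2.14 with each section left out in turn, and 41.6%, 82.4%, 55.7% and 66.3% of olfactory receptor genes had as many CPM or more. *Tigit* had the largest log2 fold change of the 15 and *Psmb10* the smallest, with *Ido1* at 0.98, *Cd8a* at 0.88 and *Cxcl9* at 0.83 among the others. In the sections labelled *Ehmt2* +/+ replicates 1 and 2 and *Ehmt2 fl/fl* replicates 1 and 2, 7, 6, 5 and 5 of the 15 genes lay above the middle 95% of the olfactory receptor genes. The median TIS gene had 0.639, 8.05, 14.1 and 18.9 CPM in this order.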

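Positions of single spots were not used here, so the density of TIS spots is given per section. Off the tissue, a UMI of a TIS gene was found in 0.832% and 1.01% of spots in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and in 1.19% and 0.889% in those labelled *Ehmt2 fl/fl* replicates 1 and 2, at 39, 31, 12 and 11 UMIs per median spot. Over tissue, with spots thinned to 500 UMIs of genes other than digestive enzymes, TIS-positive spots made up 12.8% and 15.5% in the sections labelled *Ehmt2* +/+ and 16.97% and 18.4% in those labelled *Ehmt2 fl/fl* (exact permutation test, p = 0.333).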

Using a gene signature for acute pancreatitis (Fang et al., 2022), we identified a marked increase of overall mean sum expression in *Ehmt2* ^*fl/fl*^ (3.3) animals in comparison to *Ehmt2* ^*+/+*^ (2.6) and an increase of 92% of positive SVGs for the *Ehmt2* ^*fl/fl*^ animals compared to 83% for the *Ehmt2* ^*+/+*^ mice (Figures 6D, E). 

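The acute pancreatitis score, computed as the TIS score over the 17 acute pancreatitis genes of Table 6, was 2.91 and 2.50 in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 3.36 and 3.21 in those labelled *Ehmt2 fl/fl* replicates 1 and 2. Its means were 2.71 ± 0.291 (SD, n = 2) and 3.28 ± 0.104 (SD, n = 2), a difference larger than the spread between replicates (exact permutation test, p = 0.333). Per 10000 UMIs of genes other than digestive enzymes it was 3.89 and 3.06 against 3.58 and 3.40 (exact permutation test, p = 1), and as log2(1 + UMIs) without scaling the difference was −0.382. Like the TIS score, this score also depends on the depth of a spot. Spots with a UMI of at least 1 of the 17 genes made up 97.8% (97.4% to 98.1%) and 77.2% (76.4% to 78.0%) in the sections labelled *Ehmt2* +/+ and 92.5% (91.9% to 93.1%) and 87.7% (87.0% to 88.4%) in those labelled *Ehmt2 fl/fl*. Their means were 87.5% ± 14.5 (SD, n = 2) and 90.1% ± 3.37 (SD, n = 2) (exact permutation test, p = 1), and without the section labelled *Ehmt2* +/+ replicate 2 the difference was −7.65 percentage points. Thinned to 500 UMIs, the shares were 61.9% and 65.3% in the sections labelled *Ehmt2* +/+ and 84.9% and 84.4% in those labelled *Ehmt2 fl/fl*, and thinned to 500 UMIs of other genes 92.8%, 87.9%, 91.3% and 89.6%. Off the tissue 11.8%, 9.07%, 7.30% and 6.86% of spots had such a UMI.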

Upon closer examination of individual genes, we observed that the genes in the signature for acute pancreatitis were predominantly overexpressed by a log2 FC of >0.8 in the *Ehmt2* ^*fl/fl*^ group compared to *Ehmt2* ^*+/+*^ (Table 6). 

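In CPM, 14 of the 17 acute pancreatitis genes were higher in both sections labelled *Ehmt2 fl/fl* than in both labelled *Ehmt2* +/+, as were 91.1% of all genes tested, and the median gene had 37.6 and 36.1 in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 161 and 128 in those labelled *Ehmt2 fl/fl* replicates 1 and 2. At least 16 of the 17 lay above the middle 95% of the olfactory receptor genes in every section. The median log2 fold change depended on the normalization, at −0.42 with TMM (7 genes higher, 10 lower) where all genes moved by 0.25, and at 1.69 with library sizes alone (15 higher, 2 lower) where all genes moved by 1.64. No gene was called by edgeR with TMM, with 0 higher and 2 lower at an unadjusted p under 0.05 and 0 adjusted over the list alone, while edgeR's test with library sizes alone called 6 higher, and 14 adjusted over the list alone. DESeq2 went the other way, with a median of −0.91, 5 genes higher and 12 lower, and 3 called lower. *Ccl9* (ENSMUSG00000019122; chromosome 11, 83572919 to 83578636, minus strand), a chemokine gene, had 25.6 and 36.1 CPM in the sections labelled *Ehmt2* +/+ and 512 and 453 in those labelled *Ehmt2 fl/fl*. Its log2 fold change was 2.02 (standard error 1.10, adjusted p = 0.872 from edgeR's quasi-likelihood test), 3.97 with library sizes alone, and between 1.36 and 2.86 with each section left out in turn. *Lcn2* (ENSMUSG00000026822; chromosome 2, 32384633 to 32388252, minus strand), which encodes the iron-binding lipocalin 2, had 17.01 and 30.6 against 252 and 247 CPM, a log2 fold change of 1.54 (standard error 1.01, adjusted p = 0.872) and 3.39 with library sizes alone. *Cd44*, at 66.4 and 88.3 against 553 and 475 CPM, had a log2 fold change of 0.77, and *Hmox1*, at 17.6 and 29.2 against 161 and 128, had one of 0.76.

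**Figure D5:**
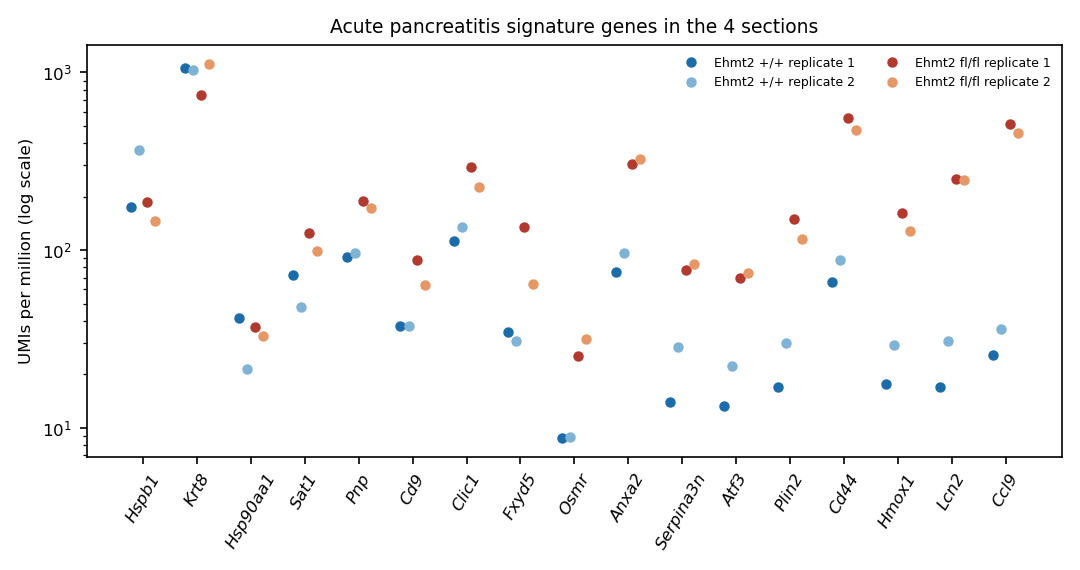
CPM of the 17 acute pancreatitis signature genes, on a log scale, in the 4 sections, named as labelled; each point is 1 section. For *Ccl9* the sections labelled *Ehmt2 fl/fl* lie at 512 and 453 CPM and those labelled *Ehmt2* +/+ at 25.6 and 36.1, and 14 of the 17 genes have both sections labelled *Ehmt2 fl/fl* above both labelled *Ehmt2* +/+.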

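All of the 17 genes but *Hspb1*, *Krt8* and *Hsp90aa1* had more CPM in both sections labelled *Ehmt2 fl/fl* than in both labelled *Ehmt2* +/+. With TMM normalization, which sets the sections on another scale, *Sat1* (−1.34), *Pnp* (−1.13), *Cd9* (−1.07), *Clic1* (−0.92), *Fxyd5* (−0.49), *Osmr* (−0.42) and *Anxa2* (−0.12) had negative log2 fold changes, and *Serpina3n* (0.12), *Atf3* (0.14) and *Plin2* (0.66) positive ones. None of these 10 genes was called with TMM normalization by edgeR's quasi-likelihood test.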

Using the spatial visualization tool, we found substantial increased expression for each of the SVGs for the overall acute pancreatitis gene signature in the *Ehmt2* ^*fl/fl*^ pancreas compared to the *Ehmt2* ^+/+^ organ, concordant with *Ehmt2* inactivation enhancing the inflammatory response in acute pancreatitis (Figure 6F). Only three genes (*Hspb1*, *Krt8* and *Hsp90aa1*) exhibited higher expression in the *Ehmt2* ^*+/+*^ pancreas, albeit with a log2 FC no greater than 0.3. Thus, collectively, these results underscore the impact that *Ehmt2* inactivation within the pancreas epithelium has on the response to inflammatory injury of the whole organ.

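*Hspb1* (ENSMUSG00000004951; chromosome 5, 135887919 to 135889563, plus strand), a small heat shock protein gene, had 174 and 364 CPM in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 187 and 145 in those labelled *Ehmt2 fl/fl* replicates 1 and 2 (exact permutation test, p = 0.667). *Krt8* (ENSMUSG00000049382; chromosome 15, 101996698 to 102004482, minus strand), a keratin gene of epithelial cells, had 1054 and 1035 against 743 and 1113 CPM, and *Hsp90aa1* (ENSMUSG00000021270; chromosome 12, 110690605 to 110702728, minus strand) had 41.5 and 21.5 against 37.0 and 32.7 (exact permutation test for each, p = 1). None of the 3 genes therefore separated the genotypes in CPM. Their log2 fold changes with TMM were −2.46, −2.31 and −2.18 (standard errors 1.21, 1.49 and 0.95, adjusted p = 0.872 for each from edgeR's quasi-likelihood test). With library sizes alone they were −0.70, −0.17 and 0.14, so the direction of *Hsp90aa1* changed.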

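As sets, the TIS genes gave an adjusted p = 0.407 (higher) and the acute pancreatitis genes an adjusted p = 0.279 (lower) with limma's camera, and adjusted p = 0.566 and adjusted p = 0.871 with its fry, on the TMM-normalized sums of the 4 sections. Set beside 10000 random lists of the same size matched on mean expression, the median log2 fold change of the acute pancreatitis genes stood at percentile 99.9, above random medians whose middle 95% ran from −1.58 to −0.65, and that of the TIS genes at percentile 83.0. With library sizes alone the percentiles were 99.9 and 97.3. Leaving out the section labelled *Ehmt2* +/+ replicate 1 gave medians of 0.78 for the acute pancreatitis genes and 0.07 for the TIS genes, where all genes moved by 0.04. The paper draws on the scores, the shares of positive spots and the log2 fold changes of both signatures. It also draws on serum chemistry, pancreas weight, histology and stains of cell death. From these together the paper concludes that inactivating *Ehmt2* in the epithelium changes how the whole organ responds to inflammatory injury.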

**FIGURE 6:**
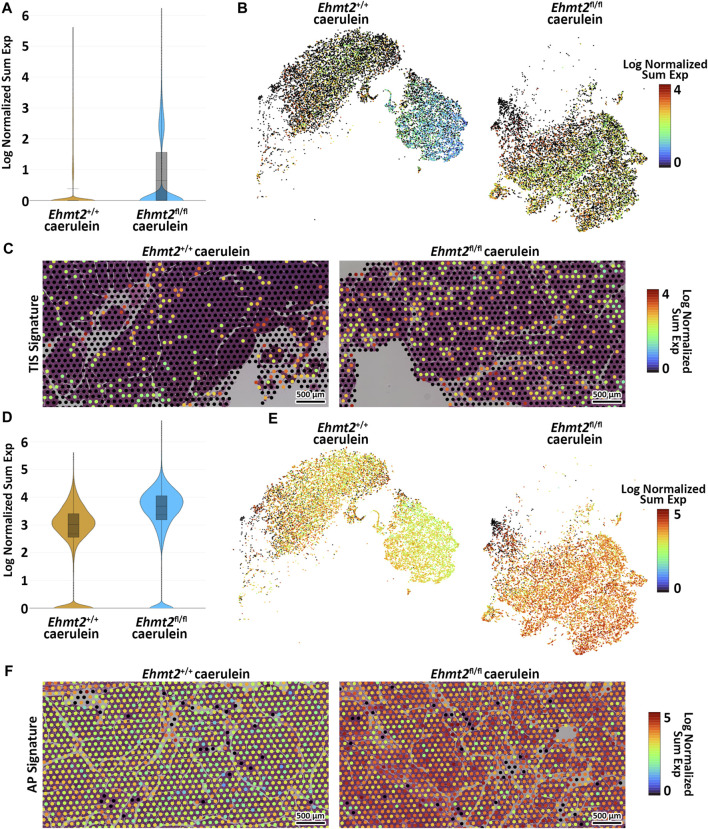
Loss of Ehmt2 results in derepression of tumor associated and acute pancreatitis inflammatory markers increasing susceptibility to tissue damage in the pancreas. **(A)** Violin plots display the log fold change of normalized gene expression, describing expression of the tumor inflammation signature (TIS) in spatial transcriptomics derived from pancreas tissues from acute pancreatitis induced *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ mice. **(B)** t-SNE plot illustrates the distribution of SVG positive spots corresponding to genes from the TIS. **(C)** Visualization overlays depict the spatial distribution and expression of TIS positive spots in acute pancreatitis samples from *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ mice. **(D)** Violin plots display the log fold change of normalized gene expression, describing expression of the acute pancreatitis (AP) signature in spatial transcriptomics derived from pancreas tissues of *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ mice with caerulein-induced acute pancreatitis. **(E)** t-SNE plot illustrates the distribution of SVG positive spots corresponding to genes from the AP signature. **(F)** Visualization overlays depict the spatial distribution and expression of AP signature positive spots in acute pancreatitis samples from *Ehmt2* ^*+/+*^ and *Ehmt2* ^*fl/fl*^ mice. Scale bars represent the log normalized sum expression of selected genes.

**TABLE 6:** Spatial transcriptomics shows increased expression of TIS and acute pancreatitis signature markers in tissues from caerulein-treated *Ehmt2* ^*fl/fl*^ animals.

FeatureID	Signature	Feature name	G9a KO Log2 FC	*p*-value
ENSMUSG00000031897	Tumor Inflammation Signature	Psmb10	0.34	2.3E-02
ENSMUSG00000026104	Tumor Inflammation Signature	Stat1	0.67	1.0E-03
ENSMUSG00000035042	Tumor Inflammation Signature	Ccl5	0.80	3.3E-02
ENSMUSG00000035914	Tumor Inflammation Signature	Cd276	1.22	1.1E-14
ENSMUSG00000042190	Tumor Inflammation Signature	Cmklr1	2.64	5.9E-49
ENSMUSG00000016498	Tumor Inflammation Signature	Pdcd1lg2	2.79	2.4E-42
ENSMUSG00000004612	Tumor Inflammation Signature	Nkg7	2.89	3.4E-25
ENSMUSG00000016496	Tumor Inflammation Signature	Cd274	2.93	1.3E-47
ENSMUSG00000035000	Tumor Inflammation Signature	Dpp4	2.95	3.1E-35
ENSMUSG00000030124	Tumor Inflammation Signature	Lag3	3.02	4.6E-50
ENSMUSG00000048521	Tumor Inflammation Signature	Cxcr6	3.10	1.7E-41
ENSMUSG00000029417	Tumor Inflammation Signature	Cxcl9	3.12	3.8E-48
ENSMUSG00000031551	Tumor Inflammation Signature	Ido1	3.22	7.5E-27
ENSMUSG00000053977	Tumor Inflammation Signature	Cd8a	3.36	3.1E-43
ENSMUSG00000071552	Tumor Inflammation Signature	Tigit	3.48	3.1E-27
ENSMUSG00000004951	acute pancreatitis	Hspb1	−0.32	2.2E-02
ENSMUSG00000049382	acute pancreatitis	Krt8	−0.09	5.3E-01
ENSMUSG00000021270	acute pancreatitis	Hsp90aa1	−0.06	7.5E-01
ENSMUSG00000025283	acute pancreatitis	Sat1	0.81	2.7E-09
ENSMUSG00000115338	acute pancreatitis	Pnp	1.00	3.7E-14
ENSMUSG00000030342	acute pancreatitis	Cd9	1.08	5.3E-15
ENSMUSG00000007041	acute pancreatitis	Clic1	1.25	4.5E-22
ENSMUSG00000009687	acute pancreatitis	Fxyd5	1.56	3.0E-31
ENSMUSG00000022146	acute pancreatitis	Osmr	1.76	7.4E-26
ENSMUSG00000032231	acute pancreatitis	Anxa2	2.11	4.8E-62
ENSMUSG00000021091	acute pancreatitis	Serpina3n	2.31	6.0E-58
ENSMUSG00000026628	acute pancreatitis	Atf3	2.41	2.7E-62
ENSMUSG00000028494	acute pancreatitis	Plin2	2.83	1.7E-94
ENSMUSG00000005087	acute pancreatitis	Cd44	2.97	2.9E-125
ENSMUSG00000005413	acute pancreatitis	Hmox1	2.98	2.2E-105
ENSMUSG00000026822	acute pancreatitis	Lcn2	3.74	1.8E-171
ENSMUSG00000019122	acute pancreatitis	Ccl9	4.21	8.0E-243

## 4 Discussion

The current study offers significant insights into the role of Ehmt2 in pancreatic development and its response to inflammatory stimuli. Clinical and experimental observations have shown that individual responses to pancreatitis-causing stimuli vary, suggesting contributions from both genetic factors and environmental exposures (Weiss et al., 2021). However, the specific mechanisms underlying these individual responses, particularly concerning chromatin proteins that epigenetically regulate transcriptional landscapes, remain poorly understood. Thus, the current study was designed to directly investigate the role of Ehmt2, a robust transcriptional repressor, in experimentally induced acute pancreatitis. Utilizing a systems biology approach and genetically engineered mouse models, we employed RNA-Seq with deconvolution into a digital cytology approach, as well as spatial transcriptomics, to define the emergent properties resulting from the genetic inactivation of *Ehmt2* in pancreatic acinar cells. Our results reveal, for the first time, that *Ehmt2* inactivation increases the propensity of the normal pancreas to injury-inflammation, suggesting its crucial role in maintaining pancreatic homeostasis and moderating inflammatory responses. Notably, we observed significant transcriptional differences in *Ehmt2* ^*fl/fl*^ mice during postnatal and young adult stages, indicating the involvement of this epigenomic regulator in fine-tuning gene expression networks essential for pancreatic maturation. Furthermore, the induction of acute pancreatitis in *Ehmt2* ^*fl/fl*^ mice resulted in a more aggressive inflammatory reaction, highlighting its role in suppressing inflammatory gene networks and restraining the pancreatic inflammatory response. This enhanced response was consistently confirmed by morphological and biochemical evidence across different models, including both *Pdx1-Cre* and *P48* ^*Cre/+*^-driven models, indicating its robustness and independence from specific genetic backgrounds. However, a limitation of our analysis is that without a time-course study, it is unclear whether the enhanced inflammatory response with *Ehmt2* inactivation is due to alterations in the duration of the inflammatory response. Nevertheless, findings provide important insights into the molecular mechanisms underlying pancreatic diseases, particularly those with an inflammatory component, shedding light on the pathogenesis of these conditions.

The observation of enhanced inflammatory response in *Ehmt2* ^*fl/fl*^ mice holds significant implications from an evolutionary standpoint. The *Ehmt2* gene itself is embedded within a cluster of inflammatory genes (Scheer and Zaph, 2017), suggesting a potential evolutionary pressure that has preserved its role as a key regulator of inflammatory pathways across successive generations. This arrangement implies a functional importance of Ehmt2 in modulating inflammatory responses, with its genetic proximity to other inflammatory genes possibly indicating a coordinated regulatory mechanism. This evolutionary perspective underscores the critical role of Ehmt2 in maintaining homeostasis and regulating inflammatory processes within the pancreas and potentially other tissues.

Mechanistically, we identify key transcriptional nodes in epithelial cells that alter the profiles of secreted factors, impacting the reactions and function of surrounding cells. *Ehmt2* inactivation leads to an enhanced inflammatory response rather than a distinct one, evidenced by changes in the levels of chemokine family members crucial for leukocyte recruitment to inflammatory sites (Popiolek-Barczyk et al., 2020). This observation has broad implications for various diseases, including developmental disorders, inflammatory conditions, and cancer. Moreover, we found the increased expression of several inflammatory mediators, such as *Il1b*, *Il1r1*, *TNF* among others, that likely augment the activation of the NF-κB signaling pathway. Interestingly, Ehmt2 has been previously linked to the NF-κB signaling pathway, including its interaction with the NF-κB transcription factor RelB (Chen et al., 2009; Harman et al., 2019). These findings underscore the intricate interplay among Ehmt2, inflammatory mediators, and the NF-κB signaling pathway, shedding light on the molecular mechanisms underlying inflammatory responses across various disease contexts. In particular, our findings regarding acute pancreatitis offer valuable insights into how dysregulation of epithelial cells can drive inflammatory responses and influence disease progression within the pancreas, while also potentially informing our understanding of related conditions, such as chronic pancreatitis, autoimmune pancreatitis, and pancreatic cancer.

We also report that Ehmt2 functions as a critical regulator of transcriptional programs essential for maintaining pancreatic acinar cell function. These cells must cyclically produce large amounts of enzymes for macromolecule digestion, necessitating tight coordination of nuclear functions, RNA and ribosome production in the nucleolus, mRNA splicing in the spliceosome, protein synthesis in abundant rough ER, and cytoplasmic ribonucleoprotein-rich granules for storage (Logsdon and Ji, 2013). Conditional *Ehmt2* inactivation in acinar cells leads to dysregulation of genes influencing the way the entire organ reacts to inflammation. This dysregulation occurs via two major cellular mechanisms: increased activity of gene networks antagonizing the cell cycle and alterations in this transcriptional regulator that modify expression of molecular mediators, exacerbating acute pancreatitis severity. Furthermore, our findings suggest that *Ehmt2* inactivation also affects nuclear architecture and chromatin organization, potentially influencing gene cluster regulation implicated in pancreatitis pathogenesis. For instance, *Ehmt2* inactivation leads to derepressing the Beta Globin LCR, a regulatory region known for its involvement in internal chromosome looping (Deng et al., 2012). This potentially reflects reorganization of the 3D nucleus, suggesting a broader role for Ehmt2 beyond direct transcriptional regulation and potentially influencing higher-order chromatin structures and nuclear organization. Emphasizing the interconnected nature of epigenetic regulation, transcriptional control, and nuclear organization in shaping inflammatory responses, future investigations into this phenomenon promise to offer further valuable insights into the molecular mechanisms underlying pancreatitis development.

In light of recent findings highlighting the enduring epigenetic memory of inflammatory injury in pancreatic acinar cells (Falvo et al., 2023), the current study’s investigations into *Ehmt2* knockout in this specific cell population during acute pancreatitis gains significance. At the core of our study lies a gene regulatory mechanism within pancreatic acinar cells, revealing how epigenetic dysregulation within this single cell type can instigate a cascade of events, ultimately leading to an amplified injury-inflammation-repair response across the entire organ. This discovery underscores the interconnectedness of cellular processes, where alterations in gene regulation within one cell type propagate across the organ’s cellular landscape, influencing its overall function and response to stimuli. Understanding these systemic effects will provide critical insights into organ homeostasis and disease progression. Moreover, shedding light on the interplay between Ehmt2-mediated cell-specific epigenetic regulation and its broader effects on organ-level responses, our research provides a foundation for targeted interventions aimed at modulating Ehmt2-related epigenetic memory and alleviating the long-term consequences of pancreatic injury.

Limited studies in acute pancreatitis have highlighted the involvement of epigenetic mechanisms, such as histone acetylation and methylation, as well as the therapeutic potential of targeting bromodomain and extra-terminal (BET) proteins and histone deacetylases (HDACs) in mitigating inflammation and reducing disease severity (Bombardo et al., 2017). Building upon this foundation, the insights gained from our study hold promise for the identification of Ehmt2 as another potential therapeutic target, given its pivotal role in modulating inflammatory responses within the pancreas, thus adding to the growing list of epigenomic targets for intervention in pancreatic diseases. Strategies aimed at restoring Ehmt2 function or inhibiting its downstream effectors could offer avenues for mitigating pancreatic inflammation and improving disease outcomes. Furthermore, the identification of Ehmt2’s regulatory network provides a foundation for exploring combinatorial therapies that target multiple nodes within the inflammatory cascade. Such approaches may offer synergistic effects and enhance therapeutic efficacy. In the face of increasing global incidence and complications of acute pancreatitis, our study opens new avenues for therapeutic exploration in pancreatic diseases by elucidating the role of epigenetic regulators and their potential as targets for intervention.

In conclusion, our experiments in two complementary mouse models reveal the multifaceted role of Ehmt2 in regulating gene expression and inflammation during acute pancreatitis, exacerbating pancreatic inflammation upon inactivation. This advances our understanding of Ehmt2’s role in maintaining homeostasis and preventing severe inflammation. Importantly, these findings have implications beyond pancreatology, extending to inflammatory conditions in other organs, as recently evidenced by involvement of Ehmt2 in autoimmune pathways, such as those observed in the colonic mucosa (Ramos et al., 2023). Additionally, the application of spatial transcriptomics further strengthens our results. Considering the ongoing evaluation and testing of Ehmt2 inhibitors in preclinical studies in Sickle Cell Anemia, which also affect Beta Globin genes, and combination therapies for pancreatic cancer, our findings warrant careful consideration regarding their potential to attenuate pancreatic defenses against inflammatory stimuli (Yuan et al., 2013; Krivega et al., 2015; Renneville et al., 2015; Pan et al., 2016; Katayama et al., 2020; Urrutia et al., 2020; Takase et al., 2023). Overall, our study not only presents novel insights but also holds significant biomedical relevance in the context of autoimmune diseases, chronic inflammation, and emerging therapeutic strategies involving Ehmt2.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession numbers GSE269251 and GSE269256.

# Supplementary material for: Ehmt2 inactivation in pancreatic epithelial cells shapes the transcriptional landscape and inflammation response of the whole pancreas
**Source:** Front Genet. 2024 Jun 14;15:1412767. doi: 10.3389/fgene.2024.1412767
**Supplement:** Supplementary file 1

*Supplementary Material*

for

**EHMT2 Inactivation in Pancreatic Epithelial Cells Shapes the  
Transcriptional Landscape and Inflammation Response of the Whole  
Pancreas**

Gareth Pollin<sup>1,2</sup>, Angela J. Mathison<sup>1,2</sup>, Thiago M. de Assuncao<sup>1,2</sup>, Anju Thomas<sup>1,2</sup>, Atefeh Zeighami<sup>1</sup>, Ann Salmonson<sup>2</sup>, Hongfei Liu<sup>1</sup>, Guillermo Urrutia<sup>2</sup>, Pallavi Vankayala<sup>1</sup>, Stephen J Pandol<sup>4</sup>, Johnny C. Hong<sup>5</sup>, Michael T. Zimmermann<sup>1,3,6</sup>, Juan Iovanna<sup>7</sup>, Victor X. Jin<sup>1,8</sup>, Raul Urrutia<sup>\*1,2,3</sup>, and Gwen Lomberg<sup>\*1,2,9</sup>

## Supplementary Figure 1

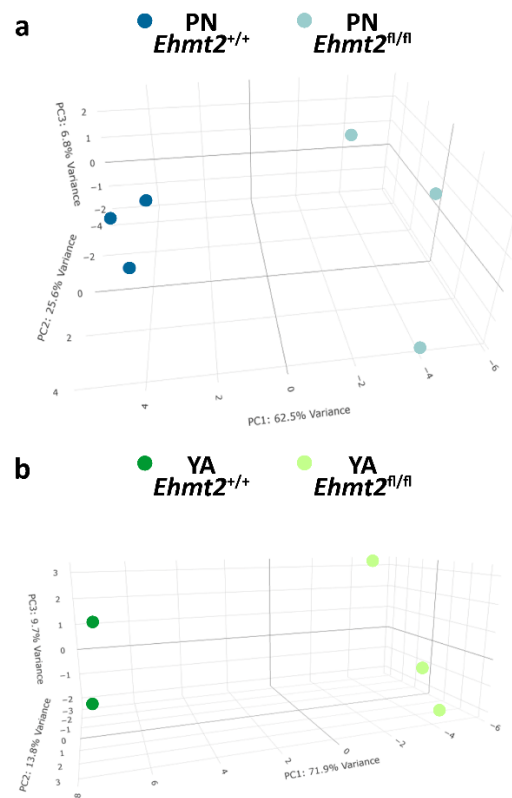

**Figure S1. *Ehmt2* inactivation modulates shows a defined separation from WT animals.** PCAs are shown based on DEGs from RNA-seq conducted on pancreas tissue from (a) *Pdx1-Cre;EHMT*<sup>+/+</sup> ( $n = 3$ ) and *Pdx1-Cre;EHMT2*<sup>fl/fl</sup> ( $n = 3$ ) mice at Postnatal (PN) day 10 and (b) *Pdx1-Cre;EHMT*<sup>+/+</sup> ( $n = 2$ ) and *Pdx1-Cre;EHMT2*<sup>fl/fl</sup> ( $n = 3$ ) young adult (YA) mice at 4-5 weeks.

## Supplementary Figure 2

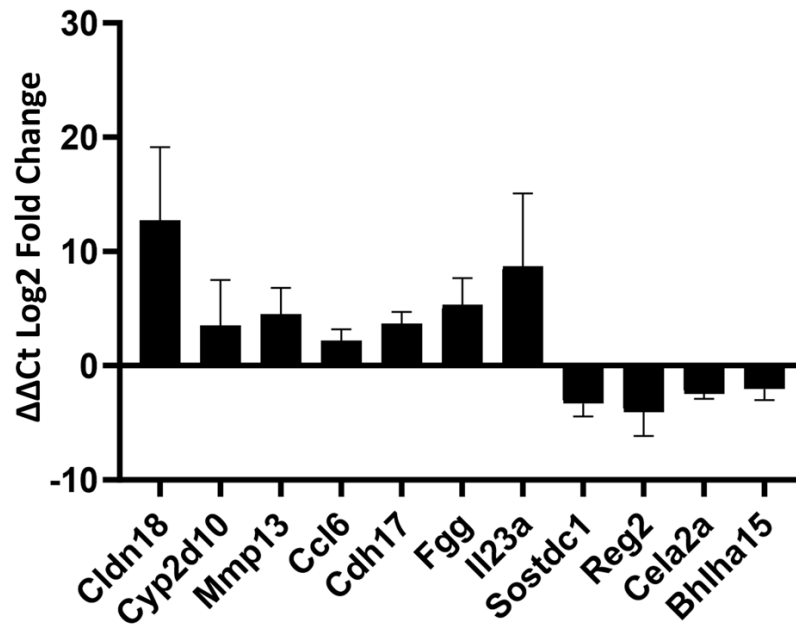

**Figure S2. RT-qPCR validation of DEGs during acute pancreatitis with *Ehmt2* inactivation.** 7 gene targets that were upregulated and 4 genes that were downregulated during acute pancreatitis in *Ehmt2<sup>fl/fl</sup>* animals with acute pancreatitis compared to *Ehmt2<sup>+/+</sup>* animals were selected among the most significant genes from the RNA-seq dataset to confirm changes in transcript levels. *Hprt* was used as a housekeeping control to normalize across samples. Bar graph depicts  $\Delta\Delta$  CT Log2 FC of *Ehmt2<sup>fl/fl</sup>* vs *Ehmt2<sup>+/+</sup>* animals (n=3) with data expressed as mean  $\pm$  SEM.

## Supplementary Figure 3

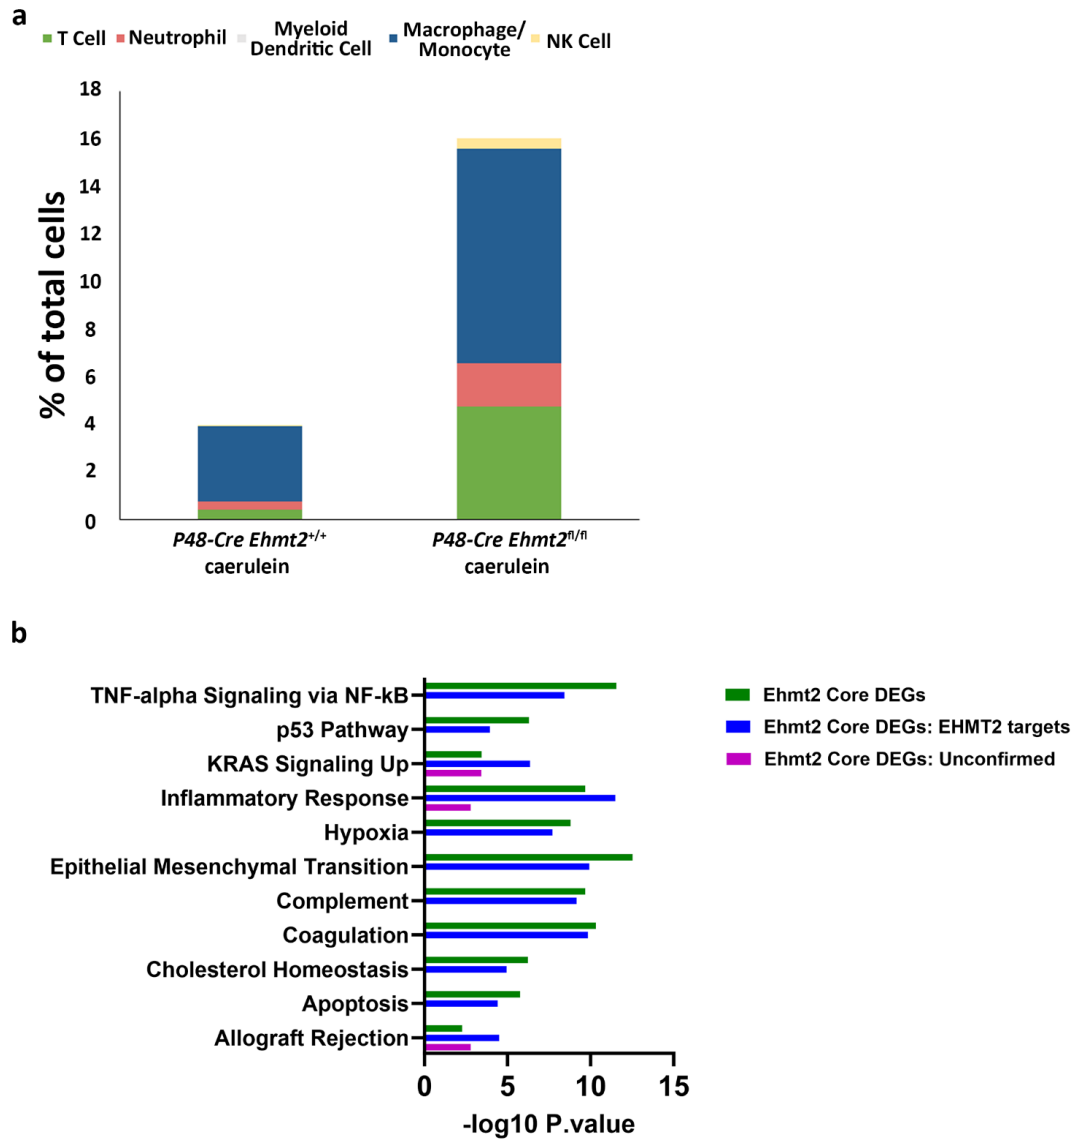

**Figure S3. Ehmt2 deficiency driven by *P48-Cre* also promotes immune cell infiltration in injured pancreatic tissue via transcriptomic landscape alterations.** (a) MCPcounter deconvolution analysis predicts immune cell composition in the total cell population after acute pancreatitis induction with caerulein treatment using bulk RNA-seq data from *Ehmt2<sup>+/+</sup>* and *Ehmt2<sup>fl/fl</sup>* animals on the *P48-Cre<sup>+/+</sup>* background. (b) MSigDB Hallmarks pathway enrichment analysis of significant core DEGs from *Pdx1-Ehmt2<sup>fl/fl</sup>* and *P48-Ehmt2<sup>fl/fl</sup>* acute pancreatitis models, subdivided into Ehmt2 targets based on the ChIP-Atlas dataset and those unconfirmed as direct Ehmt2 targets. Enrichment data is plotted as -log10 p value.

How the deposited data were processed for this re-analysis (not part of the article)

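The data are spatial transcriptomes of formalin-fixed, paraffin-embedded pancreas from caerulein-treated *Pdx1-Cre* mice, with 2 sections labelled *Ehmt2* +/+ and 2 labelled *Ehmt2 fl/fl*, each from its own mouse. The authors made libraries with the CytAssist Visium workflow and its mouse probe set and counted them with Space Ranger on the mm10 reference. The deposited values are whole-number UMI counts of 32589 features in every listed spot, with no normalization, and listed spots without tissue are among them. The authors then removed spots with zero counts and normalized with SCTransform in Seurat for spatially variable genes, and used Loupe Browser to view them. These later values were not used here. Of the 32589 features, 304 carry the mark of a deprecated probe and were left out of library sizes and tests, leaving 32285. They held 0.477% and 0.490% of the UMIs in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 0.803% and 0.723% in those labelled *Ehmt2 fl/fl* replicates 1 and 2. The bulk RNA-seq of the paper was not analysed here, apart from the values of 5 sex-linked genes in the paper's Table S4, of which the copy used lacks some genes.

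The alignment files mark tissue by position and carry no barcodes, so the marks could not be joined to the counts. A spot was taken as over tissue when its UMIs exceeded the lowest point of the section's histogram of log10(UMIs + 1) between its 2 highest modes, with bins of 0.05 and Gaussian smoothing with an SD of 3 bins. The files list 14189 and 14336 spots for the sections labelled *Ehmt2* +/+ and 14008 and 14336 for those labelled *Ehmt2 fl/fl*, of which 318, 5, 219 and 45 held no UMI. Over tissue the 4 sections held 43803829, 8697030, 7000825 and 8501140 UMIs, with 20277, 20221, 20292 and 20308 genes detected. Where a gene had no UMI, 3 counts were taken as the most that a count of 0 allows, which holds only for a gene with a working probe. A spot was positive for a marker or signature with at least 1 UMI, since the text of the paper states no limit. Scores were the mean over spots of the natural log of 1 plus the signature's UMIs per 10000 UMIs. Lymphoid-tissue spots were those with at least 10 UMIs per 10000 from the lymphoid list, a limit that 1 UMI reaches in a shallow spot. There were 12 and 571 such spots in the sections labelled *Ehmt2* +/+ and 728 and 779 in those labelled *Ehmt2 fl/fl*.

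Counts were summed over the spots over tissue of each section and tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr with a minimum count of 10, Benjamini-Hochberg adjustment with a threshold of 0.05), with each section as 1 replicate and genotype as the only factor. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, and set beside 10000 random lists matched on mean expression in 20 bins. The lists were the TIS and acute pancreatitis genes of Table 6, the LCR/ICR genes of Table S3 with a log2 fold change, the olfactory receptor genes, and marker genes of acinar, ductal, islet, fibroblast, macrophage and neutrophil cells, lymphoid tissue, fat and blood. Spots hold several cells, so these lists describe spots. CPM are the UMIs of a gene scaled to 1000000 UMIs over tissue of its section. Shares of spots, scores and CPM were compared with two-sided exact permutation tests, whose smallest p with 2 sections against 2 is 0.333, 2 of the 6 splits. Shares have 95% Clopper-Pearson intervals. Medians of classes of genes have intervals from 2000 bootstrap draws. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all else. The common dispersion was 0.362. The pipeline was tested on simulated data with 2 against 2 sections of the same library sizes. At a dispersion of 0.05, 192 of 200 genes changed by 2 on the log2 scale were called, with 12 false calls, and at the dispersion of these data 0 of 198 were called, with 0 false calls. A gene that changed 4-fold would therefore seldom be called here, and the absence of a call is no evidence that a gene is unchanged.

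The text names *Ehmt2*, the 12 markers of Fig. 3, the genes of Table 6, and of Table S3 *Afp*, *Gzmb*, the *Hbb* and *Olfr* genes, *Kcnq1*, *Cdkn1c*, *H19*, *Igf2*, *Cd81* and the genes with the 2 largest and 2 smallest differences from the values given there. It also names 5 sex-linked genes and, of all called genes, the 5 with the largest positive and the 5 with the largest negative log2 fold change whose TMM-scaled counts do not overlap between genotypes. Some results under this rule are not reported here. The alternatives were DESeq2 1.42.0 in place of edgeR, library sizes without TMM factors, upper-quartile normalization, 38 digestive enzyme genes left out, no filter on low counts, the mean over spots of the share of UMIs with a pseudocount of 0.5, and each section left out in turn. For spots they were every spot with at least 1 UMI, spots with at least 500 UMIs, as many spots as the alignment file marks, lymphoid-tissue spots left out, at least 2 UMIs for a positive spot, thinning to 2000 or 500 UMIs, thinning to 500 UMIs of genes other than digestive enzymes, another log base or no scaling for scores, and a limit of 3 for high *Apoe*. Counts pooled over the sections of a genotype, the slide as a replicate block, and digestive enzyme genes left out with library sizes alone were added later. Positions of spots, images and clusters were not analysed here.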

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

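Of the tests in this part, those of the vomeronasal receptor genes, of UMIs other than digestive enzymes, of the slide and of the spread between the sections labelled *Ehmt2* +/+ were chosen only after the result was seen, and the others were written before their result was seen.

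A signal that the paper does not discuss as one of sex lay on the Y chromosome. Y-linked genes had 1379 and 2929 CPM in the sections labelled *Ehmt2 fl/fl* replicates 1 and 2, above the 0.594 and 6.90 of the sections labelled *Ehmt2* +/+ replicates 1 and 2. *Ddx3y* had 58 and 99 UMIs in the sections labelled *Ehmt2 fl/fl* against 1 and 0, *Eif2s3y* 105 and 150 against 1 and 0, *Kdm5d* 36 and 66 against 0 and 1, and *Uty* 78 and 117 against 0 and 0. *Xist* had 0 UMIs in all 4 sections and says nothing about sex. Most Y-linked UMIs lay on multicopy families that can share UMIs, but these 4 genes gave the same direction. A candidate explanation is that the sections of the genotypes come from mice of different sex, as labelled. In its test, the X-linked genes *Kdm6a*, *Ddx3x*, *Eif2s3x* and *Kdm5c*, which escape X inactivation, had log2 fold changes below those of X-linked genes of like expression, with a median difference of −0.82 and single differences of −0.65, −0.82, −2.07 and −0.82. For bulk RNA-seq with caerulein, the paper's Table S4 gives log2 fold changes of 11.32 for *Ddx3y*, 7.79 for *Uty*, 7.61 for *Eif2s3y*, 7.33 for *Kdm5d* and −8.82 for *Xist*. Of these genes the paper's text lists *Kdm5d*, in a pathway of Table 4, and none of the others. The paper states that both sexes were included. The deposited names carry the letter F for both sections labelled *Ehmt2* +/+ and M for both labelled *Ehmt2 fl/fl*, which the paper does not explain. By the counts of these Y-linked genes, sex follows genotype in these 4 sections. A difference between the genotypes may therefore come from sex, and no comparison here separates them.

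Olfactory receptor genes, which the paper does not discuss as a family, had 10135 and 14760 CPM in the sections labelled *Ehmt2 fl/fl* replicates 1 and 2, above the 312 and 6345 of the sections labelled *Ehmt2* +/+ replicates 1 and 2. Vomeronasal receptor genes, also outside the paper's discussion, had 3918 and 5397 against 134 and 2946. The tables argue against silenced genes switched on by the loss of *Ehmt2* as the whole explanation, since the section labelled *Ehmt2* +/+ replicate 2 already had 20.3 times the olfactory receptor share of the section labelled *Ehmt2* +/+ replicate 1, while the sections labelled *Ehmt2 fl/fl* replicates 1 and 2 had 1.60 and 2.33 times that of *Ehmt2* +/+ replicate 2. They also argue against fewer digestive enzyme UMIs as the whole explanation. Scaled to 1000000 UMIs of other genes, the olfactory receptor genes had 913 and 13585 in the sections labelled *Ehmt2* +/+ and 13076 and 18831 in those labelled *Ehmt2 fl/fl*, and the lower section labelled *Ehmt2 fl/fl* was 14.3 times *Ehmt2* +/+ replicate 1. On the same scale it was 0.963 times *Ehmt2* +/+ replicate 2, so the gap is mainly one between the section labelled *Ehmt2* +/+ replicate 1 and the other 3 sections. The slide as the whole explanation is argued against too, because the sections labelled *Ehmt2* +/+ replicate 1 and *Ehmt2 fl/fl* replicate 1 share a slide in the alignment files and differed by a factor of 32.5. Counts that do not come from transcripts of these genes may explain it. The vomeronasal receptor genes differed between sections by nearly the same factors, with a largest log2 gap of 0.23, and neither family was lower off the tissue (olfactory receptor genes 863, 10971, 14297 and 19886 CPM off the tissue, in the order of the sections).

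Probes bound to genomic DNA are a candidate source of such counts. Among 8668 genes under 1 CPM in the section labelled *Ehmt2* +/+ replicate 1, the median X-linked gene over the median autosomal gene was 0.983 (95% bootstrap interval 0.931 to 1.02) in the section labelled *Ehmt2* +/+ replicate 2 and 0.459 (0.438 to 0.493) and 0.511 (0.481 to 0.537) in those labelled *Ehmt2 fl/fl*, a ratio of 0.494 between them. In the sections labelled *Ehmt2 fl/fl* the median of the 22 Y-linked genes was 1.06 and 1.00 times that of the autosomal genes. The X-linked ratios go with the number of X chromosomes in female and male DNA and not with the number of expected transcripts. The Y-linked ratios lay above the X-linked ones, although male DNA holds 1 copy of each chromosome, and the reason was not tested. In the section labelled *Ehmt2* +/+ replicate 1, which has few such counts, the X-linked ratio was 0.813 (0.750 to 0.875). The second test came out against what had been written for DNA as the source, because genes with 1 coding exon had fewer UMIs than genes with several in the other 3 sections, with a mean ratio of 0.885. Most of this shortfall lay in the olfactory receptor genes, without which 1059 of the 2105 genes with 1 coding exon were left and the ratios were 0.983, 0.987 and 0.978. Whether the probes of the families compared span exon junctions was not used here, so by this test probes bound to DNA cannot be told apart from other sources of background. These 8668 genes held 0.341% and 5.90% of the UMIs in the sections labelled *Ehmt2* +/+ and 9.35% and 13.4% in those labelled *Ehmt2 fl/fl*. Differences in depth, section age or handling between mice stay open, as does a difference in the tissue that follows genotype.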

How the results depend on the processing

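The alternatives were set before the data were examined, except that the slide as a replicate block, counts pooled over the sections of a genotype, and digestive enzyme genes left out with library sizes alone were chosen only after the results were seen. With 2 sections against 2, the permutation tests of shares and scores cannot pass the threshold in any setting, so these are followed by direction.

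The differences in the shares of spots with *Cd3e*, *S100a8*, *Ccr7*, *Apoe*, *Nkg7*, *Prss2*, *Dclk1*, *Mmp14* and *Spp1*, of high *Apoe* spots and of acute pancreatitis-positive spots did not reverse in any setting that kept all 4 sections. Leaving out lymphoid-tissue spots is no test of *Cd3e* and *Ccr7*, which are on the list that defines these spots. At 500 UMIs of other genes, one section of each genotype overlapped the other for *Cd3e*, *Ccr7* and *Dclk1*, and at 2000 UMIs for *Cd3e*, *Nkg7* and *Dclk1*. A limit of 2 UMIs left at most 6 positive spots per section for *Cd3e*, *S100a8*, *Ccr7*, *Nkg7*, *Dclk1* and *Mmp14*, too few to follow a direction. For *Anxa4* it was 4.07 points at 2000 UMIs per spot and 4.42 at 500, against −17.0 without thinning. For *Ins2* it was 0.516 in spots with at least 500 UMIs, 8.41 and 5.20 at 2000 and 500 UMIs and 3.34 at 500 UMIs of other genes. For *Col1a1* it was 0.127 with every spot with at least 1 UMI, 12.6 and 4.51 at 2000 and 500 UMIs and 3.23 at 500 UMIs of other genes, and for TIS-positive spots 0.0154, 26.3, 7.95 and 3.56 in the same settings. Thinning gives every spot one depth, so the unthinned directions of these shares depend on depth, although *Anxa4* at 500 UMIs of other genes stayed lower in *Ehmt2 fl/fl* at −6.60. At 2000 UMIs 59 spots were left in the section labelled *Ehmt2 fl/fl* replicate 1. With log2(1 + UMIs) and no scaling, the difference in the TIS score was −0.0612 and that in the acute pancreatitis score −0.382.

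Across the 4 settings that each left out one section, the difference in shares ran from −40.1 to 6.02 for *Anxa4*, −8.53 to 6.32 for *Ins2*, −12.6 to 8.64 for *Col1a1*, −0.344 to 1.73 for *Mmp14*, −7.75 to 32.4 for *Spp1*, −18.2 to 11.8 for TIS-positive and −7.65 to 12.9 for acute pancreatitis-positive spots. The section labelled *Ehmt2* +/+ replicate 1 or 2 reversed each of these, and for *Ins2* the section labelled *Ehmt2 fl/fl* replicate 2 did so as well. The direction held for *Cd3e* (0.806 to 1.38), *S100a8* (1.82 to 2.28), *Ccr7* (1.01 to 1.4996), *Apoe* (1.27 to 26.7), *Nkg7* (0.364 to 0.570), *Prss2* (−36.5 to −24.1), *Dclk1* (0.390 to 1.49), high *Apoe* spots (7.89 to 34.9), the TIS score (0.171 to 0.283) and the acute pancreatitis score (0.372 to 0.783).

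The number of genes called higher, 11 with TMM, was 7 with DESeq2, 188 with library sizes alone, 3 with upper-quartile normalization and 6 with digestive enzyme genes left out and library sizes alone. The number called lower, 8, was 394, 7, 0 and 0. The other settings of spots, filter and enzyme genes gave 10 to 12 higher and 8 to 11 lower genes. Same-numbered sections share a slide in the alignment files, and their deviations from the genotype means correlated at 0.60 over 20066 genes. With the slide as a replicate block 10 genes were called higher and 0 lower, which rests on 2 pairs that are stated nowhere as pairs.

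The median log2 fold change of the TIS genes was 1.91 with library sizes alone, 2.12 as the mean over spots and 3.04 with pooled counts, and ran from 0.072 to 1.84 with one section left out. That of the LCR/ICR genes was 1.69, 2.00 and 2.90 in these settings and 0.05 to 0.97 with one section left out. That of the acute pancreatitis genes, −0.42 with TMM, was 1.69, 1.56 and 1.71 in these settings, 0.31 with upper-quartile normalization, 0.71 with digestive enzyme genes left out and library sizes alone, and −1.20 to 0.78 with one section left out, positive without the section labelled *Ehmt2* +/+ replicate 1. With DESeq2 the acute pancreatitis median was −0.91. The olfactory receptor median was 3.28 with pooled counts and 0.061 to 2.47 with one section left out. *Ehmt2*, at −2.65 with TMM, reversed to 0.46 as the mean over spots, and was −0.61 with pooled counts and −3.71 to 0.66 with one section left out. The median over all genes, 0.25 with TMM, was 1.64 with library sizes alone, 1.82 as the mean over spots, 2.56 with pooled counts, 0.54 with upper-quartile normalization and 0.82 with enzyme genes left out and library sizes alone, so a part of these moves is common to all genes. Genes called higher numbered 6 acute pancreatitis genes with library sizes alone and 1 with digestive enzyme genes also left out. As the mean over spots 1 TIS gene, 12 acute pancreatitis genes and 4 LCR/ICR genes were called higher. In the other direction, DESeq2 called 3 acute pancreatitis genes lower.

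Among single genes, *Psmb10* reversed to 0.37 with library sizes alone, 0.44 as the mean over spots and 0.30 with pooled counts, *Hsp90aa1* to 0.14 and 0.20 in the first 2 of these, *Cdkn1c* to 0.53, 0.80 and 1.21, and *Cd81* to 0.73, 0.57 and 0.63. *Hbb-bs* reversed to 1.37, 0.88 and 1.12, and to 0.31 with digestive enzyme genes left out and library sizes alone. *Hbb-bt* reversed to 1.47, 0.94 and 1.55, to 0.50 in that setting and to 0.11 with upper-quartile normalization. In the same 3 settings, *Anxa4* reversed to 0.51, 0.37 and 0.70; *Col1a1* to 1.65, 1.29 and 1.64; *Ccl5* to 0.75, 0.40 and 0.70; *Cd276* to 0.97, 0.80 and 1.12; *Sat1* to 0.89, 0.80 and 0.69; *Pnp* to 0.94, 0.91 and 0.96; *Cd9* to 1.01, 0.87 and 0.98; *Clic1* to 1.08, 0.98 and 1.15; *Fxyd5* to 1.60, 1.56 and 1.49; *Osmr* to 1.69, 1.52 and 1.71; *Anxa2* to 1.88, 1.78 and 2.01. Upper-quartile normalization reversed *Col1a1* to 0.29, *Fxyd5* to 0.22, *Osmr* to 0.31 and *Anxa2* to 0.55, and digestive enzyme genes left out with library sizes alone *Col1a1* to 0.67, *Cd276* to 0.0231, *Cd9* to 0.0228, *Clic1* to 0.12, *Fxyd5* to 0.60, *Osmr* to 0.71 and *Anxa2* to 0.92. These settings moved the median of all genes in the same direction. DESeq2 reversed *Mmp14* to −0.00459, *Spp1* to −0.13, *Serpina3n* to −0.30 and *Atf3* to −0.29, and the slide as a replicate block *Anxa2* to 0.0523. *Ins2* reversed to −0.37 with DESeq2 and −0.35 with the slide as a replicate block. The cause was not tested. With one section left out, *Nkg7* ran from −0.12 to 1.84, *Igf2* from −0.050 to 0.86, *Hbb-bs* from −1.96 to 1.05, *Hbb-bt* from −1.35 to 0.50 and *Ins2* from −2.45 to 1.60. In the same way the range was −0.26 to 1.88 for *Cd3e*, −0.35 to 1.87 for *Apoe*, −1.21 to 0.77 for *Col1a1*, −0.18 to 1.12 for *Mmp14*, −0.40 to 1.40 for *Spp1*, −0.20 to 2.48 for *Pdcd1lg2*, −2.24 to 0.34 for *Sat1*, −1.90 to 0.0125 for *Pnp*, −1.86 to 0.14 for *Cd9*, −1.65 to 0.0779 for *Clic1*, −1.33 to 0.84 for *Fxyd5*, −1.20 to 0.78 for *Osmr*, −0.81 to 0.81 for *Anxa2*, −0.37 to 0.59 for *Serpina3n*, −0.44 to 0.80 for *Atf3*, −0.0412 to 2.06 for *Olfr64* and −0.15 to 2.08 for *Olfr69*. Of the other values of the named genes over all settings, 968 kept direction and call, or stayed within 1 standard error where there was no test, 42 lost a call, 21 gained one and 92 moved by more than 1 standard error without a test. Depth limits all of these where counts are near background, as for *Tigit* with 12 to 90 UMIs per section.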

Differences from the paper's values

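The paper gives 50.8 as the percent of TIS-positive spots in *Ehmt2 fl/fl*, and the value here was 24.9. Thinned to 2000 UMIs it was 44.9%, no longer different by the rule used here, and none of the other alternatives set before the data were examined closed the gap. The same thinning moved the mean share of *Ehmt2* +/+ further below the paper's value, from 28.1% to 18.7%. It also left 59 spots in the section labelled *Ehmt2 fl/fl* replicate 1, so it does not bring both genotypes to the paper's values.

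Among the TIS genes of Table 6 the log2 fold changes with TMM normalization differed. The paper's log2 fold change was 0.34 for *Psmb10* (here −1.77), 0.80 for *Ccl5* (here −1.39), 1.22 for *Cd276* (here −0.98), 2.64 for *Cmklr1* (here 0.47) and 2.79 for *Pdcd1lg2* (here 0.59). For the next genes the paper's values were 2.89 for *Nkg7* (here 0.57), 2.93 for *Cd274* (here 0.62), 2.95 for *Dpp4* (here 0.65), 3.02 for *Lag3* (here 0.81) and 3.10 for *Cxcr6* (here 0.83). Further on, the paper gives 3.12 for *Cxcl9* (here 0.83), 3.22 for *Ido1* (here 0.98), 3.36 for *Cd8a* (here 0.88) and 3.48 for *Tigit* (here 1.10). As the mean over spots, the gap closed for all of these but *Cd274*. With library sizes alone it closed for *Psmb10*, *Ccl5*, *Cd276*, *Cmklr1*, *Nkg7*, *Dpp4*, *Ido1* and *Tigit* and not for the others. When the section labelled *Ehmt2* +/+ replicate 2 was left out it closed for *Pdcd1lg2*, *Nkg7*, *Lag3*, *Cxcr6*, *Cxcl9*, *Ido1*, *Cd8a* and *Tigit*. The other alternatives set before the data were examined closed it for none, and pooled counts, chosen after seeing the values, closed it for every one of these genes.

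Among the acute pancreatitis genes of Table 6 they differed as well. The paper's log2 fold change was −0.32 for *Hspb1* (here −2.46), −0.09 for *Krt8* (here −2.31), −0.06 for *Hsp90aa1* (here −2.18), 0.81 for *Sat1* (here −1.34) and 1.00 for *Pnp* (here −1.13). For the next genes the paper's values were 1.08 for *Cd9* (here −1.07), 1.25 for *Clic1* (here −0.92), 1.56 for *Fxyd5* (here −0.49), 1.76 for *Osmr* (here −0.42) and 2.11 for *Anxa2* (here −0.12). Further on, the paper gives 2.31 for *Serpina3n* (here 0.12), 2.41 for *Atf3* (here 0.14), 2.83 for *Plin2* (here 0.66), 2.97 for *Cd44* (here 0.77) and 2.98 for *Hmox1* (here 0.76). Then follow the paper's 3.74 for *Lcn2* (here 1.54) and 4.21 for *Ccl9* (here 2.02). Library sizes alone and the mean over spots closed the gap for all of these but *Hsp90aa1*. For that gene they gave 0.14 and 0.20, near the paper's −0.06 but of the other sign. Leaving out the section labelled *Ehmt2* +/+ replicate 1 closed it for *Krt8*, *Hsp90aa1*, *Sat1*, *Pnp*, *Cd9* and *Fxyd5*, and with upper-quartile normalization for *Krt8*. The other alternatives set before the data were examined closed it for none. Pooled counts, chosen after seeing the values, closed it for every one, and digestive enzyme genes left out with library sizes alone, also chosen after seeing the values, for *Krt8* and *Hsp90aa1*.

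The genes of Table S3 named here gave these differences. The paper's log2 fold change was 3.90 for *Afp* (here 1.69), 3.33 for *Gzmb* (here 0.98), 3.51 for *Hbb-bh1* (here 1.02), 3.27 for *Hbb-bh2* (here 0.95) and 3.25 for *Olfr67* (here 0.99). For the next genes the paper's values were 3.14 for *Olfr68* (here 0.89), 3.07 for *Olfr66* (here 0.85), 3.03 for *Olfr65* (here 0.73), 2.99 for *Olfr64* (here 0.66) and 2.89 for *Olfr69* (here 0.56). Further on, the paper gives 1.68 for *Hbb-bt* (here −0.62), 1.28 for *Hbb-bs* (here −1.02), 2.88 for *Tfpi2* (here 0.84), 3.23 for *Usp29* (here 0.77) and 2.12 for *Ins2* (here 0.14). Then follow the paper's 0.69 for *Cd81* (here −1.44), −1.14 for *Kcnq1* (here −3.31), 1.19 for *Cdkn1c* (here −1.06) and 2.69 for *Igf2* (here 0.37). The mean over spots closed the gap for all of these but *Hbb-bt*. With library sizes alone it closed for *Hbb-bh2*, *Olfr67*, *Olfr68*, *Olfr66*, *Hbb-bt*, *Hbb-bs*, *Tfpi2*, *Ins2*, *Cd81*, *Kcnq1*, *Cdkn1c* and *Igf2* and not for the others. Without the section labelled *Ehmt2* +/+ replicate 2 it closed for *Afp*, *Gzmb*, *Hbb-bh2*, *Olfr67*, *Olfr68*, *Olfr64*, *Olfr69* and *Usp29*, without the section labelled *Ehmt2* +/+ replicate 1 for *Hbb-bs*, *Ins2* and *Kcnq1*, and for *Ins2* also with upper-quartile normalization and without the section labelled *Ehmt2 fl/fl* replicate 2. The other alternatives set before the data were examined closed it for none. Pooled counts, chosen after seeing the values, closed it for every one, and digestive enzyme genes left out with library sizes alone, also chosen after seeing the values, for *Ins2* and *Kcnq1*. Over the 60 genes of Table S3 with a log2 fold change, pooled counts differed from the paper's values by a median of 0.109 and at most 0.287.

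The paper states that spots with *Ins2* and with *Col1a1* increase in *Ehmt2 fl/fl*, where the mean shares here went from 18.5% to 17.4% and from 14.5% to 12.5%; thinned to 500 UMIs they increased by 5.20 and 4.51 percentage points. It also has TIS-positive spots increase, where the mean share here went from 28.1% to 24.9% and increased by 7.95 percentage points when thinned to 500 UMIs. It states that acinar spots fall significantly, while the permutation test of *Prss2* here cannot go below p = 0.333 (exact permutation test) and edgeR gave an adjusted p of 0.872. It calls all TIS genes significantly changed, where edgeR called 0 here (1 with an unadjusted p under 0.05, lower) and the mean over spots called 1. It has most acute pancreatitis genes clearly higher, where 7 of the 17 were higher with TMM normalization and edgeR called 0. With DESeq2 5 were higher and 12 lower, and 3 were called lower. The paper names 3 genes of this signature as lower in *Ehmt2 fl/fl*, where 10 were lower with TMM normalization and 2 with library sizes alone. With pooled counts, chosen after seeing the values, the same 3 genes were lower and the other 14 higher. Library sizes alone gave 15 higher and called 6, the mean over spots called 12, and digestive enzyme genes left out with library sizes alone, chosen after seeing the values, called 1. It describes 60 LCR/ICR genes as significantly dysregulated, where 38 were higher, 22 lower and none called higher, with 0 higher and 1 lower at an unadjusted p under 0.05, and the mean over spots called 4. Of these 60, 59 were higher and 1 lower with library sizes alone and as the mean over spots, as with pooled counts, chosen after seeing the values. It lists *Cdkn1c* and *H19* among derepressed genes, where *Cdkn1c* was −1.06 with TMM normalization, 0.53 with library sizes alone, 0.80 as the mean over spots and 1.21 with pooled counts, chosen after seeing the values, and *H19* had 0 UMIs in all 4 sections, which measures nothing if the probe set holds no working probe for it.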

Other observations

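The tests in this part that set genes beside the olfactory receptor genes, leave out digestive enzyme genes with library sizes alone, or read Y-linked UMIs for a swap were chosen only after the result was seen.

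The CPM of the TIS and LCR/ICR genes were higher in the sections labelled *Ehmt2 fl/fl*, and so were those of the olfactory receptor genes and of 91.1% of all genes tested. The median log2 fold change of the TIS genes lay −0.18 from that of the olfactory receptor genes, and that of the LCR/ICR genes −0.35 from it. Neither list therefore rose more than a family taken here as a measure of background, and background counts are a candidate explanation for most of their rise. Without the section labelled *Ehmt2* +/+ replicate 1, the medians were 0.07 for the TIS genes, 0.05 for the LCR/ICR genes and 0.06 for the olfactory receptor genes, where all genes moved by 0.04. A smaller change of transcription in some of these genes stays open, because 2 sections per genotype seldom call a gene. With TMM normalization none of these genes was called higher and *Kcnq1* was called lower when adjusted over the list alone, and as the mean over spots 1 TIS gene and 4 LCR/ICR genes were called higher.

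Most acute pancreatitis genes, like 91.1% of all genes tested, were higher in CPM in both sections labelled *Ehmt2 fl/fl*, while digestive enzyme genes took fewer UMIs there. With digestive enzyme genes left out and library sizes alone, their median log2 fold change was 0.71, above the upper limit of 0.43 of the middle 95% of random lists matched on mean expression and below the 0.82 of all genes. Per 10000 UMIs of other genes, the acute pancreatitis score differed by 0.0151 in place of 0.577. At 500 UMIs of other genes the share of positive spots differed by 0.0844 percentage points. This share decides little, because 87.9% to 92.8% of spots were positive in every section. With digestive enzyme genes left out and library sizes alone, 12 of the 17 genes were higher and 5 lower. Adjusted over the list alone, edgeR's quasi-likelihood test then called 8 higher and 1 lower. Over the list as a whole, a rise of these genes and fewer digestive enzyme UMIs cannot be told apart. The median set beside random lists goes with a rise. The score goes with fewer digestive enzyme UMIs, but it also depends on the depth of a spot. Without the section labelled *Ehmt2* +/+ replicate 1 the median was 0.78 with TMM normalization, where all genes moved by 0.04. A rise of these genes with the loss of *Ehmt2* may be an explanation, and so may sex, which follows genotype here by the Y-linked counts. A different state of injury of single mice may be another, which was not tested.

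Of the immune markers with a larger share of spots in both sections labelled *Ehmt2 fl/fl*, *Nkg7* lay within the olfactory receptor genes, of which up to 81.2% had a share at or above it in a section labelled *Ehmt2 fl/fl*, so background counts may explain its share. *S100a8* lay above background in both sections labelled *Ehmt2 fl/fl*, with at most 1.08% of the olfactory receptor genes at or above it, so background counts alone do not explain its share. For *Cd3e* and *Ccr7* these were at most 5.05% and 7.04%, and background counts cannot be told apart from cells with these markers, because the shares lay at the upper edge of the olfactory receptor genes in the sections labelled *Ehmt2 fl/fl*. The direction of each of these 4 differences held with each section left out in turn, although at 500 UMIs of other genes the sections of the genotypes overlapped for *Cd3e* and *Ccr7* and at 2000 UMIs for *Cd3e* and *Nkg7*, and sex stays an open explanation for them.

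*Ehmt2* was lower in CPM in the section labelled *Ehmt2* +/+ replicate 2 than in both sections labelled *Ehmt2 fl/fl*. If the letters F and M in the deposited names stand for sex, a swap of that section with one labelled *Ehmt2 fl/fl* is argued against by its Y-linked UMIs, 6.90 CPM, since both sections labelled *Ehmt2 fl/fl* held 1379 and 2929. Y-linked UMIs report sex and not genotype, so wrong genotype labels of these mice and a swap with a section outside these 4 stay open. Counts of *Ehmt2* at the level of background may explain it, since at least 33.3% of olfactory receptor genes had as many CPM or more in each of these 3 sections. Cells outside the epithelium, in which *Ehmt2* is intact, may also contribute, which was not tested.

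One gene called higher lies off the Y chromosome and was singled out after its values were seen. *Cldn18* on chromosome 9 had 1.00 and 5.40 CPM in the sections labelled *Ehmt2* +/+ replicates 1 and 2 and 159 and 137 in those labelled *Ehmt2 fl/fl* replicates 1 and 2, a log2 fold change of 4.14 (standard error 1.01, adjusted p = 0.0416 from edgeR). *Ift46*, called lower, was also named after its values were seen because its sections overlap between genotypes in CPM, at 11.2 and 5.17 against 5.86 and 2.82. No biological explanation was tested for these genes. The paper lists *Cldn18*, and *Dusp26* of the genes called lower here, among those it takes as changed in bulk RNA-seq under both Cre drivers. That list gives no direction.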
